# Eliminating chronic myeloid leukemia stem cells by IRAK1/4 inhibitors

**DOI:** 10.1038/s41467-021-27928-8

**Published:** 2022-01-12

**Authors:** Yosuke Tanaka, Reina Takeda, Tsuyoshi Fukushima, Keiko Mikami, Shun Tsuchiya, Moe Tamura, Keito Adachi, Terumasa Umemoto, Shuhei Asada, Naoki Watanabe, Soji Morishita, Misa Imai, Masayoshi Nagata, Marito Araki, Hitoshi Takizawa, Tomofusa Fukuyama, Chrystelle Lamagna, Esteban S. Masuda, Ryoji Ito, Susumu Goyama, Norio Komatsu, Tomoiku Takaku, Toshio Kitamura

**Keywords:** Cancer stem cells, Cancer therapeutic resistance, Chronic myeloid leukaemia

## Abstract

Leukemia stem cells (LSCs) in chronic myeloid leukemia (CML) are quiescent, insensitive to BCR-ABL1 tyrosine kinase inhibitors (TKIs) and responsible for CML relapse. Therefore, eradicating quiescent CML LSCs is a major goal in CML therapy. Here, using a G_0_ marker (G_0_M), we narrow down CML LSCs as G_0_M- and CD27- double positive cells among the conventional CML LSCs. Whole transcriptome analysis reveals NF-κB activation via inflammatory signals in imatinib-insensitive quiescent CML LSCs. Blocking NF-κB signals by inhibitors of interleukin-1 receptor-associated kinase 1/4 (IRAK1/4 inhibitors) together with imatinib eliminates mouse and human CML LSCs. Intriguingly, IRAK1/4 inhibitors attenuate PD-L1 expression on CML LSCs, and blocking PD-L1 together with imatinib also effectively eliminates CML LSCs in the presence of T cell immunity. Thus, IRAK1/4 inhibitors can eliminate CML LSCs through inhibiting NF-κB activity and reducing PD-L1 expression. Collectively, the combination of TKIs and IRAK1/4 inhibitors is an attractive strategy to achieve a radical cure of CML.

## Abstract (web summary)

Leukemic stem cells (LSCs) in chronic myeloid leukemia are resistant to imatinib and therefore are a cause of relapse. The authors show that IRAK1/4-NF-κB-PD-L1 signaling is critical to mediate imatinib resistance in LSCs and that combining imatinib with blocking this signalling pathway can eliminate LSCs.

## Introduction

Chronic myeloid leukemia (CML) results from the transformation of hematopoietic stem cells (HSCs) by BCR-ABL1 fusion protein^1–3^. BCR-ABL1, which arises from the chromosomal translocation t(9;22), encodes a 210 kD chimeric protein (p210 BCR-ABL1) with constitutive tyrosine-kinase activity. BCR-ABL1 tyrosine kinase stimulates proliferation, activates pro-survival signaling pathways, inhibits apoptosis, and contributes to genomic instability to drive the disease^4–7^. The development of the first BCR-ABL1 tyrosine kinase inhibitor (TKI) imatinib has dramatically improved CML therapy and the survival of CML patients^8,9^. However, TKI treatment fails to eliminate CML leukemia stem cells (LSCs) even in patients reaching the stage of complete molecular responses, and the residual CML LSCs can be identified in a quiescent HSC fraction^10–14^. Even the second-generation TKIs nilotinib and dasatinib are not effective at eradicating quiescent CML LSCs^15,16^. CML LSCs share many features with normal HSCs, such as the quiescent state, localization in the hypoxia niche, and self-renewal ability^17–21^. Their quiescent state is one of the major reasons why CML LSCs are resistant to BCR-ABL1 TKIs^22,23^. This is probably because quiescent CML LSCs are not absolutely dependent on BCR-ABL activity for their survival^12,24^. In fact, the abrogation of the quiescent state of CML LSCs by Fbxw7 ablation increases their sensitivity to imatinib^25^. Moreover, the combination of histone deacetylase (HDAC) inhibitors, which induce apoptosis in quiescent cancer cell lines, with imatinib induces apoptosis in quiescent CML LSCs^26,27^. Thus, the ablation of the quiescence of CML LSCs is a key to enhancing their sensitivity to TKIs. On the other hand, imatinib partially contributes to their quiescent state^28^. Overall, how the quiescent state of CML LSCs is regulated in the presence of TKIs has yet to be elucidated.

NF-κB activation by BCR-ABL1 has been observed in culture and in a mouse CML-like model^29,30^. Inhibitors of NF-κB activation attenuate the lymphoid and myeloid leukemogenesis by BCR-ABL1 and decrease the number of CML LSCs in the mouse model^31^. NF-κB blockade by PS-1145, an IκB kinase (IKK) inhibitor, is effective at suppressing the growth of imatinib-resistant CML cell lines and bone marrow (BM) cells of imatinib-resistant CML-chronic phase (CML-CP) patient bone marrow (BM) cells in vitro^32^. These reports indicate that NF-κB activation is responsible for the TKI-resistance of CML LSCs.

Notably, CML LSCs express higher levels of IL-1 receptors (IL-1Rs) and are more sensitive to IL-1-induced NF-κB signaling than normal HSCs. Accordingly, the combination of a recombinant IL-1R antagonist (IL-1RA) with a TKI resulted in significantly greater inhibition of CML LSCs compared with the TKI alone^33^. Additionally, primitive CD34^+^CD38^-^ CML-CP cells proliferate and activate NF-κB in response to IL-1β stimulation^34^. These reports indicate that the IL-1R-NF-κB signal axis is important for the proliferation of CML LSCs.

Although IL-1Rs share their downstream signaling pathways with Toll-like receptors (TLRs) except for TLR3, TLR signaling in CML has not been well examined. IRAK1/4, two serine/threonine kinases, are mediators of IL-1R/TLR-NF-κB signaling pathways. It was reported that the blockade of IRAK1/4 is effective at eradicating myelodysplastic syndrome (MDS) cells by inhibiting growth and inducing apoptosis through the deactivation of NF-κB^35^. The inhibition of IRAK1 is also effective at reducing the growth of acute myeloid leukemia (AML) cell lines and primary AML patient cells^36^. These studies indicate that IRAK1 is a key factor for the survival of myeloid leukemia cells. Therefore, the development of effective therapeutic approaches that target the IRAK1/4-NF-κB pathway with TKIs could be considered an attractive option for the eradication of CML LSCs.

The immune system plays an important role in the control of most malignancies including CML, and CML cells are susceptible to T cell immunity^37^. Among hematologic neoplasms, CML is sensitive to graft-versus-leukemia immunity^38^. The combination therapy of donor-derived CD8 T cells and imatinib results in prolonged leukemia-free survival of mice with BCR-ABL1-induced CML-like disease^39^. In relation to this, CML cells express programmed cell death ligand 1 (PD-L1), and a high expression of PD-L1 on human CD34^+^ CML cells is a negative prognostic factor^40,41^. Furthermore, PD-L1 is constitutively expressed on LSCs and leukemia progenitors in a mouse CML-like model. Finally, blocking the PD-1/PD-L1 interaction enhances the survival of CML mice in blast crisis^42^. These studies indicate that PD-L1 protects CML LSCs from T cell immunity. However, the efficacy of the combination of PD-1/PD-L1 blockade and TKIs on the eradication of CML LSCs has not been examined.

Previously we reported that G_0_ marker (G_0_M), a fusion protein between the fluorescent protein mVenus and p27K-, which is a p27 mutant lacking cyclin-dependent kinase (Cdk) inhibitory activity, is a useful tool for visualizing the quiescent states of conventional long-term HSCs, and the stemness of the cells was correlated with the intensity of G_0_M^43,44^. In the present study, we applied G_0_M to identify and visualize quiescent CML LSCs. Gene expression analysis revealed that the NF-κB signal is important for their survival in the presence of imatinib. The deactivation of NF-κB by an IRAK1/4 inhibitor with imatinib was extremely effective at eliminating CML LSCs compared with imatinib alone in a mouse CML-like model and a xenograft model with primary CML-CP patient samples. Moreover, we found that the IRAK1/4 inhibitor attenuated PD-L1 expression on CML LSCs in addition to having a proapoptotic function. These data indicate that the pharmacological inhibition of IRAK1/4 together with TKIs exerts a potent dual antileukemia effect partly through the assistance of antitumor immunity.

## Results

### Identification of CML LSCs by G_0_ marker and CD27

We introduced G_0_ marker (G_0_M) to a mouse CML-like model to visualize quiescent CML LSCs. We retrovirally overexpressed BCR-ABL1 in BM cells from 5FU-treated G_0_M mice, in which Cre-inducible G_0_M in a *Rosa26* allele is regulated by Vav1-Cre^44^, and then injected the cells into lethally irradiated wild-type recipient mice to develop mouse CML-like disease (Fig. 1a). CML derived from BM cells carrying G_0_M was developed in about 3 weeks, and imatinib treatment prolonged the survival of leukemic mice (Fig. 1b), ensuring that G_0_M did not affect CML development or imatinib treatment. To assess the expression of G_0_M in CML LSCs, we subdivided the conventional CML LSC fraction (CML LSK; BCR-ABL1^+^Lin^−^Sca1^+^cKit^+^) in the BM from leukemic mice by G_0_M and CD27, a marker for the CML stem/progenitor cell fraction^45^. The combination of CD27 and G_0_M split the CML LSK fraction into four factions: G_0_M^+^CD27^+^ (double positive: DP), G_0_M^−^CD27^+^ (single positive: SP), G_0_M^+^CD27^−^, and G_0_M^−^CD27^−^ (double negative: DN) (Fig. 1c). To evaluate the LSC potential, we performed colony-forming assays and secondary transplantation assays on these fractions. The colony-forming ability was highly enriched in the DP fraction (Supplementary Fig. 1a). Kinetic analysis of the chimerism of BCR-ABL1^+^ cells (GFP^+^ cells) in peripheral blood (PB) revealed that, while the levels of chimerism gradually increased in the PB of mice transplanted with DP cells, engraftment of SP cells peaked at 25 days and then declined (Supplementary Fig. 1b). Chimerism of GFP^+^ myeloid cells in PB also increased in DP cell-engrafted mice, whereas that in SP cell-engrafted mice decreased and was undetectable at day 47 after the transplantation (Supplementary Fig. 1c). The secondary transplantation assay showed that mice engrafted with DP cells exclusively developed CML (Fig. 1e). Giemsa staining of these four fractions showed that both DP and SP cells were blast-like cells, CD27^−^G_0_M^+^ cells were mast-like cells as previously reported^46^, and DN cells were differentiated cells (Supplementary Fig. 1d). Moreover, only DP cells could reconstitute the four fractions within CML LSK cells in the BM after secondary transplantation, whereas SP cells could reconstitute three fractions but not the DP fraction (Fig. 1f, g). Imatinib did not affect the characteristics of the four fractions (Fig. 1h–j and Supplementary Fig. 1e, f). Importantly, imatinib augmented the proportion of DP cells in the CML LSK fraction and the absolute number of DP cells compared with vehicle (Fig. 1c, d). These results demonstrated that CML LSCs were enriched in the DP fraction in the retroviral transduction model and were insensitive to imatinib.

**Fig. 1:**
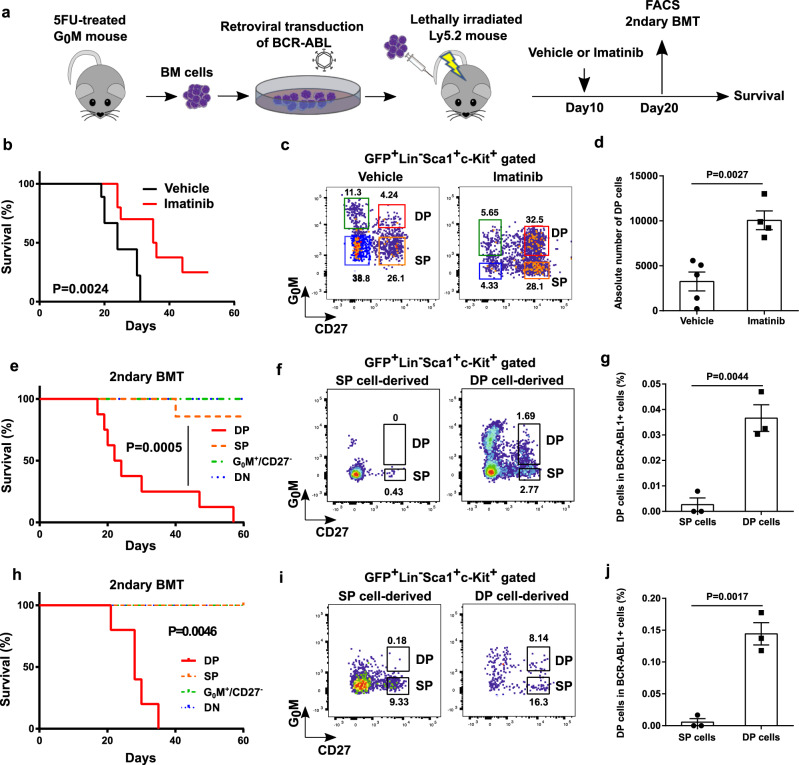
G_0_M and CD27 identify quiescent CML LSCs. **a** Experimental design. BMT: bone marrow transplantation. **b** Survival curves for mice treated with vehicle (*n* = 9) and imatinib (*n* = 11). **c** Representative FACS plots of BCR-ABL1^+^Lin^-^Sca1^+^c-Kit^+^ cells in the BM from mice treated with vehicle and imatinib. **d** Absolute number of LSCs (G_0_M^+^CD27^+^ cells in FACS plots in **c**) in the BM from CML mice transplanted with SP cells (*n* = 5) and DP cells (*n* = 4). **e** Survival curves for recipient mice transplanted with the indicated populations from CML mice treated with vehicle. DP (*n* = 8), SP (*n* = 8), G_0_M^+^CD27^−^ (*n* = 8), and DN (*n* = 7). **f** Representative FACS plots of BCR-ABL1^+^Lin^−^Sca1^+^c-Kit^+^ cells in the BM from the recipient mice transplanted with DP and SP cells in **e**. **g** The percentage of LSCs (G_0_M^+^CD27^+^ cells in FACS plots in F) in BCR-ABL1^+^ cells in the BM from CML mice transplanted with SP cells (*n* = 3) and DP cells (*n* = 3). **h** Survival curves for recipient mice transplanted with the indicated populations from CML mice treated with imatinib. DP (*n* = 5), SP (*n* = 4), G_0_M^+^CD27^−^ (*n* = 3), and DN (*n* = 3). **i** Representative FACS plots of BCR-ABL1^+^Lin^-^Sca1^+^c-Kit^+^ cells in the BM from the recipient mice transplanted with DP and SP cells in H. **j** The percentage of LSCs (G_0_M^+^CD27^+^ cells in FACS plots in **i**) in BCR-ABL1^+^ cells in the BM from CML mice transplanted with SP cells (*n* = 3) and DP cells (*n* = 3). All treatments were continued during the observation period. Data are shown as the mean ± SEM. *P* values are calculated by the log-rank test (**b, e, h**) or by two-tailed Student’s *t* test (**d**, **g**, **j**).

### Upregulation of NF-κB signaling pathways in imatinib-resistant CML LSCs

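RNA was sequenced from 12 libraries, each prepared from 100 sorted BCR-ABL1+ LSK cells (lineage-negative, Sca1-positive and c-Kit-positive) of CML mice. DP cells carry both the fluorescent marker of the G0 phase (G0M) and CD27, and SP cells carry CD27 alone. Each population was sequenced in 3 libraries from vehicle-treated mice and in 3 libraries from mice given imatinib, an inhibitor of the BCR-ABL1 kinase, at 40 mg/kg from day 10 after transplantation. The imatinib-treated populations are called IMDP and IMSP cells. The authors mapped the reads to GRCm38, and the deposited files give the expression of 48737 features per library as RPKM, which scales reads by transcript length and library total. Of these features, 17735 were above 0 in at least 1 library. The RPKM values lie on steps of single reads, from which the number of reads behind each value was recovered. The total that the authors divided by came to between 11.4 M and 20.6 M reads per library. Its median was 15.65 M in DP, 16.96 M in SP, 14.88 M in IMDP and 13.48 M in IMSP cells. At these depths, 1 read on a transcript of 1 kb equals 0.0486 RPKM in the deepest library and 0.088 RPKM in the shallowest. PCR copies were not marked, so precision derived from reads covers counting error only. Features that the files list as numbered copies of one gene were summed, which left 46103 genes. The 10072 genes that reached 1 RPKM in at least 3 libraries were tested with limma on log2(RPKM + 0.1), with a mean for each of the 4 groups. The p values were adjusted by the Benjamini-Hochberg method. Across these genes, which are not independent replicates, the correlation between replicates ranged from 0.92 to 0.948 in DP, from 0.928 to 0.952 in SP, from 0.889 to 0.93 in IMDP and from 0.91 to 0.954 in IMSP cells. In simulated data of the same design, in which 200 of 9858 genes changed 4-fold between DP and SP cells, 96.5% of these genes were called and 3.02% of the calls were false. A further group of simulated genes changed less and was not counted as false. The simulated libraries were independent, whereas some real libraries shared deviations from their group means, as given below. These rates therefore need not hold for the real contrasts. Libraries of normal HSCs were not used here.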

To clarify the molecular basis of the LSC potential of DP cells, we performed whole-transcriptome (RNA-seq) analysis of SP and DP cells from vehicle- and imatinib-treated CML mice. 

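The sorting of the populations was first examined on marker genes. Mki67, a proliferation gene on chromosome 7 (135689784 to 135716361), reached 14.7 ± 5.70 RPKM (SD, n = 3) in DP, 54.2 ± 3.42 in SP, 8.16 ± 1.67 in IMDP and 61.1 ± 8.39 in IMSP cells. Its log2 fold change was -1.94 in DP against SP cells (limma, adjusted p = 0.00263) and -2.90 in IMDP against IMSP cells (limma, adjusted p = 3.6e-05), and in both comparisons the libraries of the populations did not overlap. Cdkn1b encodes p27, a mutant of which is part of the G0 marker, and changed by 0.01 in DP against SP cells (limma, adjusted p = 0.991), and Kit changed by 0.30 in both comparisons without passing the threshold. HSC features were then measured with a hand-compiled set of HSC-associated genes, 46 of which were tested. The effect of a set is the mean log2 fold change of its genes minus that of all genes tested, and it was tested two-sided with limma's camera method at its preset inter-gene correlation of 0.01. The p values were adjusted over the 12 hand-compiled sets with enough genes. Genes counted as higher are those whose own log2 fold change was positive, without that subtraction. A shift of all genes therefore moves the count but not the effect. Averaged over both treatments, the set was higher in G0M+ (DP and IMDP) than in G0M− (SP and IMSP) cells, with an effect of 0.89, an adjusted p of 7.99e-11 and 43 of the 46 genes higher. The effect was 0.72 in DP against SP cells (limma, adjusted p = 6.27e-07) and 1.06 in IMDP against IMSP cells (limma, adjusted p = 1.22e-11). The score of the set in a library, the mean of its log2 values minus that of all genes, was -0.06 ± 0.34 (SD, n = 3) in DP, -0.78 ± 0.59 in SP, 0.20 ± 0.83 in IMDP and -0.85 ± 0.95 in IMSP cells. In all 6 pairs of neighbouring library numbers the G0M+ library had the higher score. The choice of test moved the result most, with an adjusted p of 0.19 when the correlation between genes was estimated from the data and 0.0902 under limma's rotation test fry, both without a block. With these pairs as a block, chosen for gene sets after seeing the data, limma's adjusted p was 9.25e-16. Within the set, the smallest adjusted p values belonged to Ltbp3 on chromosome 19 (log2 fold change 1.09, limma, adjusted p = 0.00106), Ly6a on chromosome 15 (1.42, adjusted p = 0.00544) and Mycn on chromosome 12 (1.16, adjusted p = 0.0103).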

Principal-component analysis (PCA) and subsequent Enrichr analysis^47^ along with a comparison to normal HSCs^44^ revealed that DP cells from vehicle-treated mice and DP cells from imatinib-treated mice (IMDP cells) had more HSC features than SP cells from vehicle-treated mice or SP cells from imatinib-treated mice (IMSP cells) (Fig. 2a, b). Representative features for DP and IMDP cells comprised the NF-κB signaling pathway, inflammatory response, IL-2/STAT5 signaling, interferon gamma response, and hypoxia (Fig. 2c). These features are equivalent to CML LSC features, confirming that DP cells represent CML LSCs. 

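The pathways named for DP and IMDP cells were measured with hand-compiled sets of mouse genes, since the gene lists of the Enrichr web tool were not used here. Set effects compare G0M+ with G0M− cells, averaged over both treatments, relative to all genes tested. The counts of genes higher are not relative to all genes, whose median log2 fold change was -0.13. The NF-κB target genes (55 genes) had an effect of 0.60 (limma, adjusted p = 8.89e-06, 39 genes higher), the inflammatory response (66 genes) an effect of 0.50 (adjusted p = 5.22e-07, 46 higher) and IL-2/STAT5 signaling (62 genes) an effect of 0.51 (adjusted p = 2.22e-06, 41 higher). The interferon gamma response (76 genes) had an effect of 0.59 (limma, adjusted p = 4.4e-11, 60 higher). Hypoxia (50 genes) did not pass the threshold, with an effect of 0.09 (limma, adjusted p = 0.437, 18 higher), although its score was higher in the G0M+ library of all 6 pairs of neighbouring library numbers. The largest fall was in the cell cycle set of S, G2 and M phase genes (74 genes), with an effect of -1.98 (limma, adjusted p = 4.53e-28) and only 4 genes higher. By library, the NF-κB scores of the 3 DP libraries (0.50 to 0.62) lay above all SP libraries (-0.56 to 0.19), and those of the 3 IMDP libraries (-0.36 to 0.01) above all IMSP libraries (-0.99 to -0.49). The interferon gamma scores overlapped between DP (0.19 to 0.85) and SP (-0.52 to 0.36) cells, whereas those of all IMDP libraries (0.29 to 0.44) lay above all IMSP libraries (-0.31 to -0.13). Of the 12 hand-compiled sets, 9 passed the threshold and 10 did so with the replicate number as a block, although the deviations of equally numbered DP and SP libraries from their group means were not positively related (mean correlation -0.20 across genes). With the correlation between genes estimated from the data, 0 of the 12 sets passed after adjustment and 3 had an unadjusted p under 0.05; the lowest adjusted p was 0.0776, for the inflammatory response. Under limma's fry, also without a block, 4 sets passed: the cell cycle, mast cell and basophil markers, the inflammatory response (adjusted p = 0.0148) and IL-2/STAT5 signaling (adjusted p = 0.0343). Under the same limma test, the NF-κB target genes (adjusted p = 0.129) and the interferon gamma response (adjusted p = 0.0689) did not. The genes with the smallest adjusted p were Ltb on chromosome 17 (log2 fold change 2.05), Il6 on chromosome 5 (3.71) and Vcam1 on chromosome 3 (2.62) among the NF-κB target genes, and Upp1 on chromosome 11 (1.53), Oas2 on chromosome 5 (1.67) and Ifi44 on chromosome 3 (1.64) in the interferon gamma response. In the inflammatory response they were Met (-1.22, limma, adjusted p = 0.00191), which fell against the direction of the set, Tnfsf10 (0.8) and Il6. In IL-2/STAT5 signaling they were Ltb, Tnfrsf18 (1.14) and Tnfsf10. Il6 also belongs to the mast cell and basophil markers, which rose in the same comparison (effect 2.32, limma, adjusted p = 7.69e-09). Mast-like cells in some libraries remain possible, so the rise of Il6 cannot be credited to NF-κB or inflammatory signaling alone. Within the hypoxia set, Hmox1 on chromosome 8 rose by 3.27 (limma, adjusted p = 0.000264) and Aldoc on chromosome 11 by 1.67 (limma, adjusted p = 0.0107), while Pgam1 on chromosome 19 fell by 1.00 on the log2 scale (limma, adjusted p = 0.0138).

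**Figure D1:**
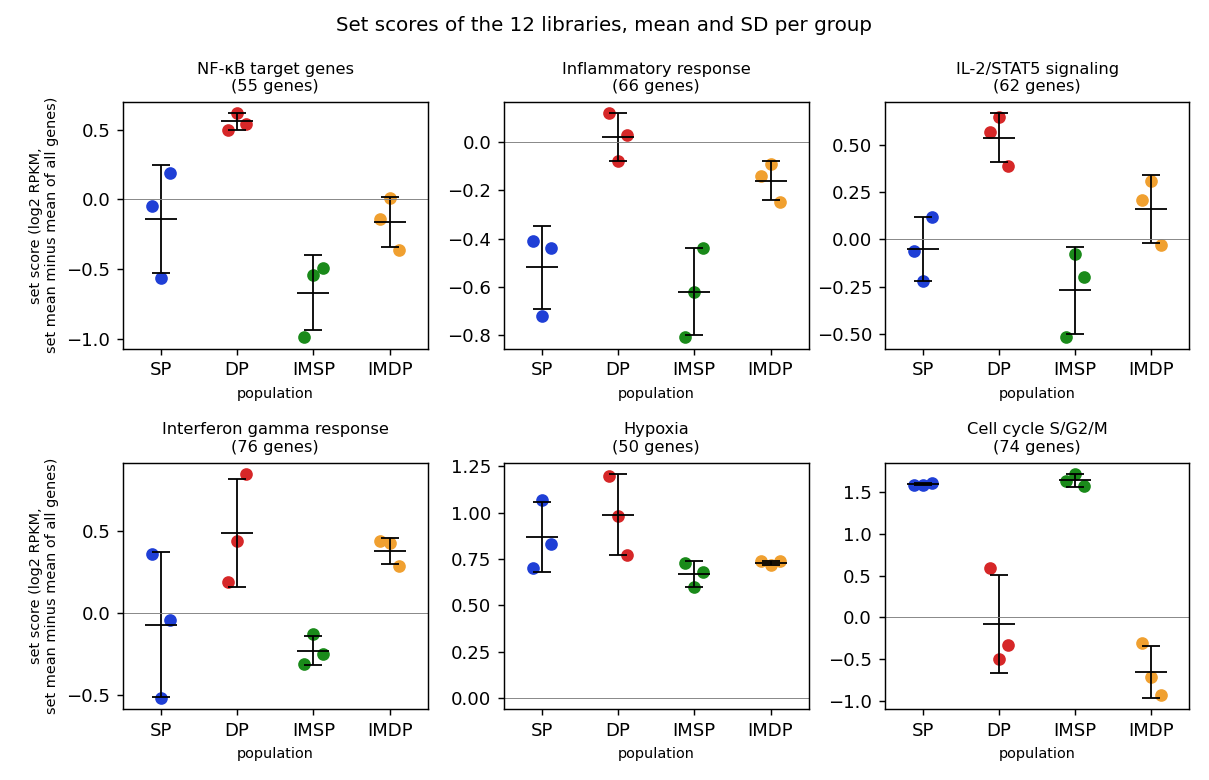
Set scores of the 12 libraries for 6 gene sets, in log2 RPKM relative to the mean of all genes tested. Points are libraries, and bars give the mean and SD of the 3 libraries of each group; the cell cycle scores of the SP and IMSP libraries (lowest 1.57) lie above those of all DP and IMDP libraries (highest 0.59).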

Next, we assessed the impact of imatinib on gene expression changes in CML LSCs. PCA clearly separated the four CML populations (Fig. 2d). 

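A PCA of the 4 CML populations was run on the log2 values of the genes tested, centered and not scaled, with the signs turned as in Fig. 2d. PC1 held 41.2% of the variance and PC2 held 17.2%. On PC1, the G0M+ libraries had a mean score of -32.0 ± 17.6 (SD, n = 6) and the G0M− libraries 32.0 ± 14.1 (SD, n = 6), with an exact two-sided permutation p of 0.00216, the smallest that 6 against 6 libraries allow. On PC2, the imatinib libraries had a mean score of -17.3 ± 20.6 (SD, n = 6) and the vehicle libraries 17.3 ± 9.78 (SD, n = 6), with an exact two-sided permutation p of 0.00866. This permutation took the libraries as independent, although those with neighbouring library numbers shared deviations (mean correlation 0.51 over 6 pairs). With such pairs as units, treatment compares 3 against 3, where the smallest permutation p is 0.1. The p on PC2 can therefore overstate the evidence for treatment. Population accounted for 82.9% of the variance of PC1 scores and treatment for 58.0% of that of PC2 scores. The second IMSP library, at 13.9 on PC2, lay within the range of the vehicle libraries (6.4 to 31.5), and the second IMDP library was at 0.3. The 12 fits that each left out one library kept both separations under the threshold, with 79.9% to 89.9% on PC1 and 42.5% to 79.4% on PC2. Between DP and SP cells, 228 genes passed an adjusted p of 0.05, of which 29 were higher in DP cells. Between IMDP and IMSP cells, 2581 passed, of which 239 were higher in IMDP cells. Between IMDP and DP cells, 37 genes passed (3 higher and 34 lower in IMDP cells). Between IMSP and SP cells, 0 genes passed, and 845 had an unadjusted p under 0.05. All imatinib libraries carry lower library numbers than the vehicle libraries, so treatment and library batch cannot be told apart in these comparisons. Averaged over the other factor, 2648 genes differed between populations and 86 between treatments. That fit also took neighbouring libraries as independent, which can make the count between treatments too high. The interaction of population and treatment passed for 0 genes, with 937 at an unadjusted p under 0.05. The median log2 fold change of all genes was -0.25 in IMDP against IMSP cells, -0.17 in IMDP against DP cells and -0.13 between populations on average, and -0.25 for the interaction. It was within 0.1 of 0 in the other contrasts. After each library was scaled to the same median, 1587 genes differed between IMDP and IMSP cells (647 higher), and 2 between IMDP and DP cells (Cd69 and Mxd1, the latter named after its values were seen). This scaling was chosen after seeing the data. With the replicate number as a block, the counts were 233 for DP against SP, 2920 for IMDP against IMSP, 38 for IMDP against DP and 0 for IMSP against SP cells (917 at an unadjusted p under 0.05). Equally numbered IMDP and IMSP libraries shared deviations from their group means (correlation 0.51 across genes), and so did DP and SP libraries with neighbouring library numbers (0.50 to 0.52), but not DP and SP libraries with the same replicate number (-0.30 to -0.10). With neighbouring library numbers as the block, 980 genes differed between DP and SP cells, of which 420 were higher in DP cells, and 4446 between IMDP and IMSP cells. Among genes whose libraries did not overlap between groups, which chance gives for 10% of genes with 3 against 3 libraries, the largest rises in DP against SP cells were in Cma1 (log2 fold change 7.04, limma, adjusted p = 0.0293), Prss34 (6.97, adjusted p = 0.0419) and Il6 (4.62, adjusted p = 0.048). Cma1 was listed at 0 in all SP libraries. The largest falls were in Fam64a (-4.86, limma, adjusted p = 0.00597) and the histone genes Hist1h4k and Hist1h4a. In IMDP against IMSP cells, C1qc (3.85 at 20 to 25 reads, limma, adjusted p = 0.00829), Vcam1 and H2-Q6 rose most, and the histone genes Hist1h2bl, Hist1h2bf and Hist1h2bm fell most (-6.54, -6.46 and -6.21). Both the histone and the H2-Q genes belong to multigene families, among whose members reads can be shared. The 3 genes higher in IMDP than in DP cells were Dhrs3 (2.16, limma, adjusted p = 0.0462), LOC105247125 (1.32, adjusted p = 0.0381) and B3gntl1 (0.91, adjusted p = 0.0468). The largest falls in IMDP against DP cells were in Scand1 (-2.72), Ccnb2 (-2.50) and Cd69 (-2.22, limma, adjusted p = 0.00863).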

The subsequent Enrichr analysis showed that negatively correlated features of PC2, which are equivalent to imatinib-resistant features, comprised TLR, TRAF6-mediated, and IL-1β processing pathways, whereas the negatively correlated features of PC1, which are equivalent to CML LSC features, comprised inflammatory response and type II interferon signaling pathways (Fig. 2e, f). 

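Imatinib was compared with vehicle, averaged over both populations, in the Reactome mouse sets that carry the pathway names of Fig. 2e and in a hand-compiled set of TLR/IL-1R signal components. The Reactome p values were adjusted over the 1028 Reactome sets tested. Effects are relative to all genes, whereas genes counted as higher had a positive log2 fold change of their own. The TLR/IL-1R components (49 genes) had an effect of 0.07 relative to all genes (limma, adjusted p = 0.651, 25 genes higher), and trafficking and processing of endosomal TLR (7 genes) an effect of 0.42 (limma, adjusted p = 0.215, 5 higher). TRAF6 mediated IRF7 activation (15 genes) had an effect of 0.00 (limma, adjusted p = 0.868, 3 higher) and interleukin-1 processing (3 genes) an effect of 0.14 (limma, adjusted p = 0.461, 2 higher). None of these 4 sets passed the threshold, and with the replicate number as a block their adjusted p values were 0.56, 0.224, 0.906 and 0.451, where equally numbered libraries of IMDP and DP cells had a correlation of 0.13 and those of IMSP and SP cells one of -0.30. Since the paper worked from the loadings of the components, Fisher's exact test on the 500 genes with the most negative loading on PC2 was added after seeing the data, with the 10072 genes tested as background and adjustment over 14 tests. In this exact test, 7 of the 49 TLR/IL-1R components (odds ratio 3.22, adjusted p = 0.0175) and 3 of the 7 endosomal TLR genes (odds ratio 14.4, adjusted p = 0.00732) were among the 500 genes, against 1 of the 15 TRAF6 genes (adjusted p = 0.623) and 1 of the 3 interleukin-1 genes (adjusted p = 0.181). Genes count as independent in Fisher's test, and the set of 7 genes rests on few members. In IMSP cells the score of that set was 1.01 in the third library, against 0.08 and 0.03 in the first and second. The third IMSP library also lay near the negative end of PC2 (-36.2). With one library left out at a time, the effect of the set ranged from 0.26 to 0.50. Among the TLR/IL-1R components, Il1r1 had the smallest adjusted p with imatinib (log2 fold change 1.31, limma, adjusted p = 0.0367). Rela (-0.57, limma, adjusted p = 0.0549) and Nfkb1 (-0.43, limma, adjusted p = 0.0989) followed, both lower. Of the interleukin-1 genes, Casp1 on chromosome 9 reached 4.25 ± 0.298 RPKM (SD, n = 3) in DP and 3.59 ± 0.758 in SP cells. In IMDP cells Casp1 reached 4.10 ± 0.957 and in IMSP cells 4.91 ± 0.607. Il1b on chromosome 2 varied from 0 to 412 reads among the DP libraries. Il1b reached 3.75 ± 5.39 RPKM (SD, n = 3) in DP and 0.741 ± 0.603 in IMDP cells. In SP cells Il1b reached 0.124 ± 0.114 and in IMSP cells 0.0758 ± 0.108. Its log2 fold change with imatinib was -0.65 (limma, adjusted p = 0.779). Il18 on chromosome 9 reached 0.796 ± 0.454 RPKM (SD, n = 3) in DP, 0.237 ± 0.265 in SP, 1.31 ± 0.313 in IMDP and 0.406 ± 0.299 in IMSP cells, with a log2 fold change of 0.72 with imatinib (limma, adjusted p = 0.465). On the negative side of PC1, 14 of the 66 inflammatory response genes (odds ratio 5.27, adjusted p = 1.15e-05) and 18 of the 76 interferon gamma response genes (odds ratio 6.12, adjusted p = 9.89e-08) were among the 500 genes in the same exact test. The Reactome set of interferon gamma signaling (64 genes) had an effect of 0.49 between populations (limma, adjusted p = 1.15e-06, 47 genes higher).

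**Figure D2:**
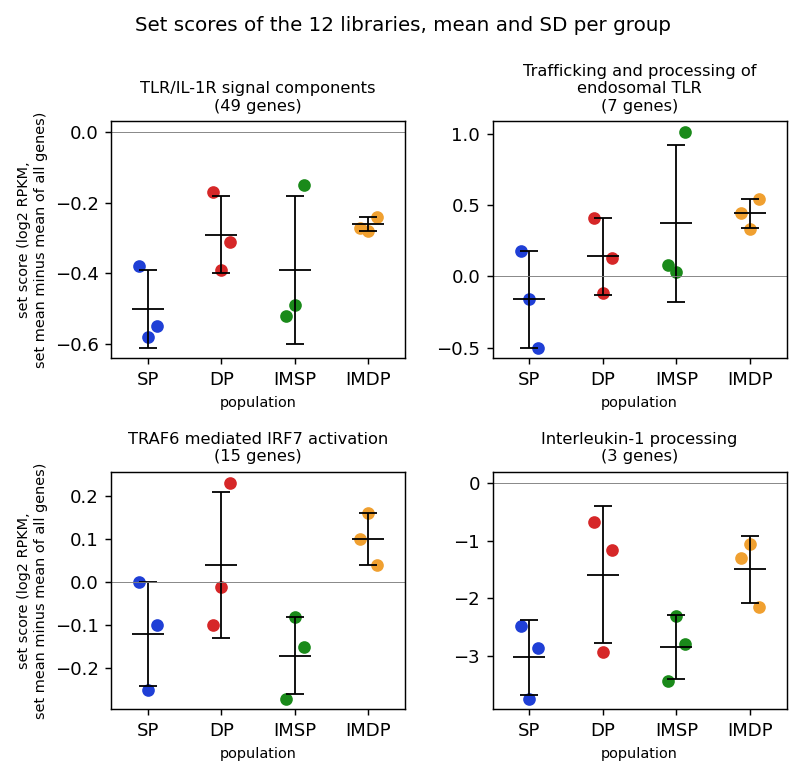
Set scores of the 12 libraries for the TLR, TRAF6 and interleukin-1 sets, in log2 RPKM relative to the mean of all genes tested. Points are libraries, and bars give the mean and SD of the 3 libraries of each group; in the TLR/IL-1R set, the IMDP libraries (-0.28 to -0.24) lie within the range of the DP libraries (-0.39 to -0.17).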

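Tnf lies on chromosome 17 of GRCm38 from 35199381 to 35202007, and the files list it as 4 numbered features of near-equal value, which were summed. The summed expression was 8.86 ± 3.94 RPKM (SD, n = 3) in DP, 4.16 ± 2.48 in SP, 1.28 ± 0.676 in IMDP and 1.79 ± 0.811 in IMSP cells, from 134 to 341 reads per DP library and 21 to 44 reads per IMDP library. The single copies had means between 1.94 and 2.43 RPKM in DP cells and between 0.218 and 0.356 RPKM in IMDP cells. In IMDP against DP cells, the log2 fold change was -2.71 (standard error 0.53) and did not pass the threshold over all genes (limma, adjusted p = 0.0538), although it did over the list of genes named in the paper (limma, adjusted p = 0.00433). Relative to the median of all genes, the change was -2.54. The 3 IMDP libraries lay below the 3 DP libraries (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). Averaged over both populations, the log2 fold change with imatinib was -1.87 (limma, adjusted p = 0.0464). This average took libraries with neighbouring numbers as independent, so its p can be too small. DP and SP cells differed by 1.21 (limma, adjusted p = 0.363). The comparison with normal HSCs was not made, since libraries of normal HSCs were not used.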

The RNA-seq data also revealed that DP cells expressed significantly higher *Tnf* mRNA than normal HSCs and that imatinib treatment attenuated it to near normal HSC levels, indicating that TNFα signaling is not the cause of NF-κB activation in IMDP cells (Supplementary Fig. 2a). In addition, mRNA expression of receptors associated with the non-canonical NF-κB pathway was nearly identical between IMDP cells and HSCs, indicating that the non-canonical NF-κB pathway was also not involved (Supplementary Fig. 2b). These data indicate that signaling pathways related to NF-κB activation via inflammatory signals are crucial for the maintenance of CML LSCs in the presence of imatinib.

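Among the receptors of the non-canonical NF-κB pathway drawn in Supplementary Fig. 2b, only Cd27 and Ltbr passed the filter on low values. Cd27 (chromosome 6, 125232622 to 125237010) reached 15.0 ± 1.85 RPKM (SD, n = 3) in DP, 13.7 ± 0.851 in SP, 17.4 ± 4.73 in IMDP and 14.4 ± 1.76 in IMSP cells, with no contrast past the threshold. Ltbr (chromosome 6, 125306571 to 125313885) reached 5.05 ± 0.515 RPKM (SD, n = 3) in DP, 6.51 ± 0.589 in SP, 5.77 ± 0.895 in IMDP and 8.52 ± 1.99 in IMSP cells. Its log2 fold change was -0.54 in IMDP against IMSP cells (limma, adjusted p = 0.0521) and -0.28 relative to the median of all genes. It passed with the replicate number (limma, adjusted p = 0.0213) or neighbouring library numbers (limma, adjusted p = 0.0109) as a block, and not after median scaling (limma, adjusted p = 0.354). Averaged over treatments it was -0.45 in G0M+ cells (limma, adjusted p = 0.0279). Tnfrsf11a (chromosome 1, 105780718 to 105847981) reached 0.459 ± 0.0785 RPKM (SD, n = 3) in DP, 0.315 ± 0.0549 in SP, 0.469 ± 0.27 in IMDP and 0.312 ± 0.101 in IMSP cells. Tnfrsf13c (chromosome 15, 82221743 to 82224369) reached 0.503 ± 0.188 RPKM (SD, n = 3) in DP, 0.383 ± 0.231 in SP, 0.879 ± 0.297 in IMDP and 0.364 ± 0.237 in IMSP cells, from 3 to 40 reads per library. Its IMDP libraries (0.634 to 1.21 RPKM) lay above all SP (0.125 to 0.571) and IMSP (0.135 to 0.608) libraries. They overlapped with the DP libraries (0.294 to 0.658 RPKM). Cd40 (chromosome 2, 165055627 to 165072948) had at most 6 reads in any library and 0 reads in all IMSP libraries, so a difference between groups was not detectable at this depth. These 3 genes fell below the filter and were tested only without it.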

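The NF-κB target genes were also compared between treatments. Between IMDP and IMSP cells, the set had an effect of 0.51 relative to all genes (limma, adjusted p = 0.000326), with 33 of 55 genes higher. Between IMDP and DP cells, the effect was -0.72 (limma, adjusted p = 6.62e-06), with 7 of 55 genes higher, and between IMSP and SP cells it was -0.53 (limma, adjusted p = 6.91e-13), with 13 higher. Averaged over both populations, the set was 0.63 lower with imatinib on the log2 scale relative to all genes (limma, adjusted p = 5.26e-10). This average took libraries with neighbouring numbers as independent, so its p can be too small. By limma, the adjusted p was 0.00526 under fry but 0.14 with the correlation between genes estimated from the data. Of the 32 splits of the libraries that part every pair with the same replicate number, 2, the real one included, gave an effect as large. All imatinib libraries carry lower library numbers than the vehicle libraries, so treatment and library batch cannot be told apart. In Fisher's exact test on the loadings, chosen after seeing the data, 6 of the 55 genes were among the 500 with the most negative loading on PC2, the imatinib end (odds ratio 2.36, adjusted p = 0.0755). The genes with the smallest adjusted p were Cd69 on chromosome 6 (log2 fold change -1.86), Sqstm1 on chromosome 11 (-1.41) and Tnfaip3 on chromosome 10 (-2.04). The inflammatory response set did not change between IMDP and DP cells past the threshold (effect -0.18, limma, adjusted p = 0.767). From the data it presents, the paper concludes that signaling toward NF-κB through inflammatory signals is crucial for keeping CML LSCs under imatinib. It later reports, from NF-κB p65 in nuclei of sorted DP cells, that imatinib alone did not deactivate NF-κB. Imatinib together with an IRAK inhibitor did. RNA of target genes is a different measure from p65 localization, so the fall given here does not decide that point.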

**Fig. 2:**
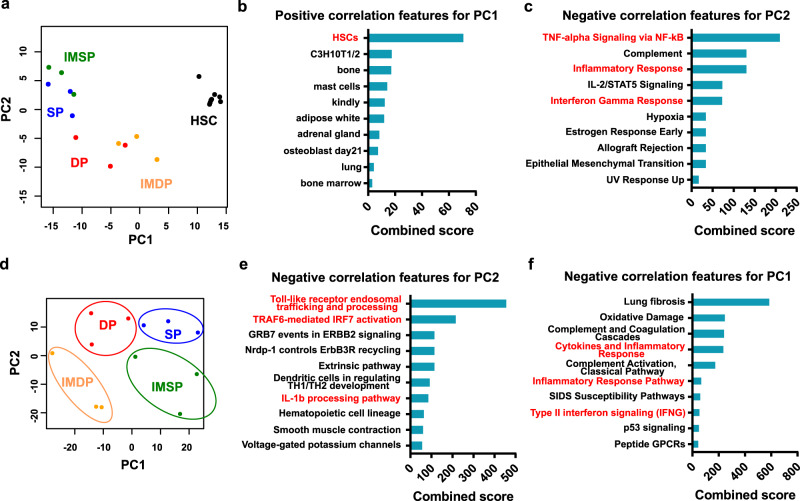
Inflammatory signal pathways are enriched in imatinib-insensitive CML-LSCs. **a** Principal component analysis (PCA) of the gene expression profiles of the indicated CML populations (SP, DP, IMSP, and IMDP cells: *n* = 3 each) and normal HSCs (GSE138884) (*n* = 6). **b**, **c** Pathway analyses by the Enrichr web tool. Positive correlation features of PC1 (**b**) and negative correlation features of PC2 (**c**) in **a**. **d** PCA of the gene expression profiles of the four different CML populations. **e**, **f** Pathway analyses by the Enrichr web tool. Negative correlation features of PC2 (**e**) and PC1 (**f**) in **d**.

### Combination of IRAK1/4 inhibitor and imatinib effectively eliminates CML LSCs

We next examined whether inflammatory signals in CML LSCs are crucial for the cell survival in the presence of imatinib. TLR1, TLR,2, TLR4, and TLR6 were expressed on CML stem/progenitor cells, and TLR1 and TLR6 were highly expressed on IMDP cells. 

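Tlr2 and Tlr4 passed the filter on low values, and Tlr1 and Tlr6 did not. Tlr1 (chromosome 5, 64924679 to 64933563) reached 0.0734 ± 0.0181 RPKM (SD, n = 3) in DP, 0.233 ± 0.0752 in SP, 0.253 ± 0.151 in IMDP and 0.25 ± 0.153 in IMSP cells, from 3 to 23 reads per library. The IMDP libraries (0.116 to 0.414 RPKM) overlapped with the SP and IMSP libraries and lay above all DP libraries (0.054 to 0.0899); without the filter, the log2 fold change against DP cells was 0.94 (limma, adjusted p = 0.315). Tlr6 (chromosome 5, 64952031 to 64960097) reached 0.72 ± 0.38 RPKM (SD, n = 3) in DP, 0.522 ± 0.16 in SP, 1.01 ± 0.132 in IMDP and 0.683 ± 0.149 in IMSP cells, from 22 to 75 reads per library. All 3 IMDP libraries (0.927 to 1.16 RPKM) lay above all SP (0.377 to 0.695) and IMSP (0.531 to 0.828) libraries, whereas 1 DP library reached 1.16 RPKM. Without the filter, the change of Tlr6 in IMDP against IMSP cells was 0.52, which is 0.57 relative to the median of all genes without the filter. Tlr2 (chromosome 3, 83836272 to 83841767) reached 2.21 ± 1.21 RPKM (SD, n = 3) in DP, 1.53 ± 0.785 in SP, 1.1 ± 0.0886 in IMDP and 2.33 ± 0.639 in IMSP cells. Its log2 fold change was -0.98 in IMDP against IMSP cells (limma, adjusted p = 0.101). All 3 IMDP libraries (1.03 to 1.2 RPKM) lay below all IMSP libraries (1.95 to 3.07). The adjusted p was 0.0408 with only the groups compared in the fit, 0.0228 with the replicate number as a block, which pairs vehicle libraries without shared deviations, 0.101 with neighbouring library numbers as a block and 0.256 after median scaling (limma). Tlr4 (chromosome 4, 66827584 to 66930284) reached 0.896 ± 0.295 RPKM (SD, n = 3) in DP, 1.06 ± 0.70 in SP, 1.07 ± 0.207 in IMDP and 0.951 ± 0.134 in IMSP cells, with no contrast past the threshold.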

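Il1r1 (chromosome 1, 40225080 to 40317257) reached 2.19 ± 0.443 RPKM (SD, n = 3) in DP, 1.89 ± 0.638 in SP, 5.19 ± 2.12 in IMDP and 5.34 ± 1.49 in IMSP cells, from 144 to 693 reads per library. The log2 fold change with imatinib was 1.14 in IMDP against DP cells (standard error 0.34, limma, adjusted p = 0.113) and 1.48 in IMSP against SP cells (standard error 0.34, limma, adjusted p = 0.354). In each population, all 3 imatinib libraries lay above all 3 vehicle libraries (exact two-sided permutation p = 0.1 each). Averaged over both populations, the change was 1.31 (standard error 0.24) and passed the threshold (limma, adjusted p = 0.0367). This average took libraries with neighbouring numbers as independent, so its p can be too small. With one library left out at a time, the adjusted p ranged from 0.0156 to 0.0971, and 9 of the 12 fits no longer passed (limma); without the filter on low values the adjusted p was 0.0622. IMDP and IMSP cells did not differ (log2 fold change -0.10, limma, adjusted p = 0.847).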

IL-1R1 was highly expressed on IMSP and IMDP cells (Supplementary Fig. 2c). These data suggested that the inflammatory signals on CML LSCs in the presence of imatinib were transmitted through TLRs/IL1Rs. 

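The transcripts of the signal components downstream of these receptors were detected in all 12 libraries. Myd88 (chromosome 9, 119335934 to 119341411) reached 8.61 ± 1.3 RPKM (SD, n = 3) in DP, 10.1 ± 1.02 in SP, 8.00 ± 1.17 in IMDP and 10.3 ± 2.39 in IMSP cells. Irak1 (chromosome X, 74013914 to 74023918) reached 13.6 ± 2.27 RPKM (SD, n = 3) in DP, 13.8 ± 0.828 in SP, 12.9 ± 1.09 in IMDP and 13.9 ± 1.47 in IMSP cells. Irak4 (chromosome 15, 94543643 to 94581815) reached 4.51 ± 1.03 RPKM (SD, n = 3) in DP, 5.09 ± 0.585 in SP, 5.1 ± 0.466 in IMDP and 5.11 ± 0.419 in IMSP cells. Traf6 (chromosome 2, 101678429 to 101701669) reached 5.74 ± 0.472 RPKM (SD, n = 3) in DP, 5.90 ± 0.355 in SP, 4.38 ± 0.625 in IMDP and 5.38 ± 0.698 in IMSP cells. None of these genes passed the threshold in any pairwise contrast. Without regard to the median of all genes, the largest change was in Traf6, which fell by 0.39 on the log2 scale in IMDP against DP cells (limma, adjusted p = 0.179). Relative to the median of all genes, Traf6 fell by 0.22. On that scale falls shrink and rises, such as that of Irak4, grow, and the genes were not ranked on it.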

TLRs except for TLR3 and IL1Rs transduced their signals through Myd88, IRAK1/4, and TRAF6 to NF-κB to activate an inflammatory signaling cascade, and IRAK1/4 inhibitor could block the signals (Fig. 3a). To block TLR/IL1R-NF-κB inflammatory signaling pathways in CML LSCs in the presence of imatinib, we assessed the efficacy of IRAK1/4 inhibitor. We treated CML mice with imatinib, IRAK1/4 inhibitor or the combination of these. The combination greatly prolonged the survival of CML mice and reduced the splenomegaly of CML mice, whereas IRAK1/4 inhibitor alone did not (Fig. 3b, c). In addition, the imatinib-induced increase of the absolute number of DP cells in the BM from CML mice was suppressed by the combination (Fig. 3d, e). Moreover, the combination deactivated NF-κB in DP cells, whereas neither imatinib nor IRAK1/4 inhibitor alone did (Fig. 3f, g). These results demonstrated that NF-κB activation via inflammatory signals was crucial for the survival of CML LSCs in the presence of imatinib, and NF-κB activation via either BCR-ABL1 or inflammatory signals was enough to maintain CML LSCs. Collectively, the combination of IRAK1/4 inhibitor and imatinib is an attractive therapeutic strategy for the elimination of imatinib-insensitive CML LSCs.

**Fig. 3:**
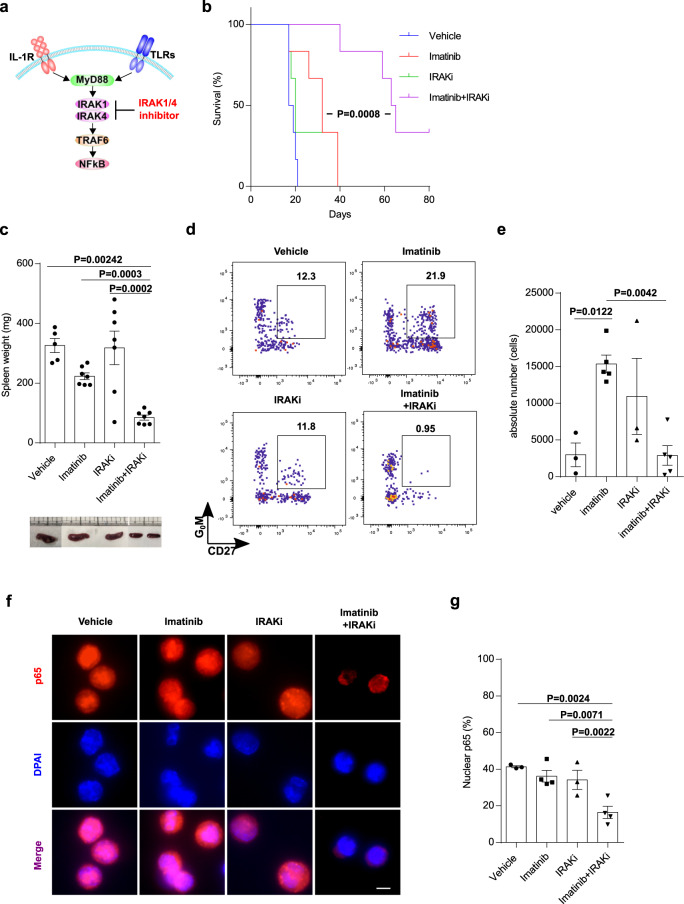
IRAK1/4 inhibitor together with imatinib eliminates CML LSCs. **a** The IL1R/TLR-IRAK1/4 signaling pathway. **b** Survival curves for mice treated with vehicle, imatinib, IRAK1/4 inhibitor (IRAKi (R930259 Diet): 100 ppm) and the combination (*n* = 6 each). **c** Spleen weights of CML mice treated with vehicle (*n* = 5), imatinib (*n* = 7), IRAKi (*n* = 7), and the combination (*n* = 7). Representative spleens are shown in the bottom. **d** Representative FACS plots of BCR-ABL1^+^Lin^−^Sca1^+^c-Kit^+^ cells in the BM for all treatment conditions. **e** Absolute number of LSCs (G_0_M^+^CD27^+^ cells in FACS plots in D) in the BM from CML mice treated with vehicle (*n* = 3), imatinib (*n* = 5), IRAKi (*n* = 3), and the combination (*n* = 5). **f** p65 localization in sorted DP cells as CML LSCs for all treatment conditions. **g** Quantification of nuclear p65 in sorted DP cells as CML LSCs from CML mice treated with vehicle (*n* = 3), imatinib (*n* = 4), IRAKi (*n* = 3), and the combination (*n* = 4). Scale bar, 5 µm. All treatments were continued during the observation period. All measurements in **c**–**g** were performed on days 18–20 after transplants. Data are shown as the mean ± SEM. *P* values are calculated using log-rank test (**b**) or one-way ANOVA with Tukey’s correction for multiple comparisons (**c**, **e**, **g**).

### Combination of IRAK1/4 inhibitor and imatinib is effective at reducing human CML LSCs

We extended the examination of the efficacy of IRAK1/4 inhibitor on CML LSCs to newly diagnosed CML-CP patient samples. CML CD34^+^ cells were isolated from the BM mononuclear cells of CML-CP patients (Supplementary Table 1) by immunomagnetic column separation. The CML CD34^+^ cells were subjected to leukemic stem/progenitor cell expansion culture in the presence of imatinib (0.5 µM), increasing concentrations of IRAK1/4 inhibitor or the combination of these for 7 days (Fig. 4a). The absolute number of total cells, CD34^+^CD38^−^ cells that corresponded to hematopoietic progenitor cells and CD34^+^CD38^−^CD45RA^−^CD90^+^ cells that corresponded to HSCs was compared after 7 days culture. A dose-dependent impairment on the proliferation of total cells, CD34^+^CD38^−^ cells and CD34^+^CD38^−^CD45RA^−^CD90^+^ cells was observed in the presence of IRAK1/4 inhibitor, but the impairment was more effective in combination with imatinib (Fig. 4b–d and Supplementary Fig. 3a–d). Additionally, the increasing concentration of IRAK1/4 inhibitor in the presence of imatinib increased the proapoptotic activity (Fig. 4e, f). Next, we transplanted CML CD34^+^ cells into sublethally irradiated immunocompromised NOG mice constitutively producing human interleukin-3 (IL-3) and granulocyte/macrophage-colony stimulating factor (GM-CSF) (NOG hIL-3/GM-CSF Tg^48^) to assess the efficacy of the combination of IRAK1/4 inhibitor and imatinib on the elimination of CML LSCs in a xenograft model with CML-CP patient samples (Fig. 4g). The combination eliminated CD45^+^ cells more effectively than imatinib alone (Fig. 4h). IRAK1/4 inhibitor alone and the combination exhibited a potent efficacy on the elimination of CD34^+^CD38^−^ cells and CD34^+^CD38^−^CD90^+^CD45RA^−^ cells compared with imatinib alone (Fig. 4i, j). There was a tendency, though not statistically significant, for the combination to be more potent than IRAK1/4 inhibitor alone. We also assessed whether imatinib affects IRAK1 activity and whether IRAK1/4 inhibitors affect BCR-ABL1 activity in K562 cells. Imatinib did not affect levels of either pIRAK1 or IRAK1 (Supplementary Fig. 3e). IRAK1/4 inhibitors did not affect levels of either pCRKL or CRKL as one of readout of BCR-ABL1 activity (Supplementary Fig. 3f). The combination showed slightly stronger inhibition of both pIRAK1 and pCRKL compared to single treatments. These results indicated that IRAK1/4 inhibitors in combination with imatinib has strong efficacy in eliminating human CML-CP LSCs.

**Fig. 4:**
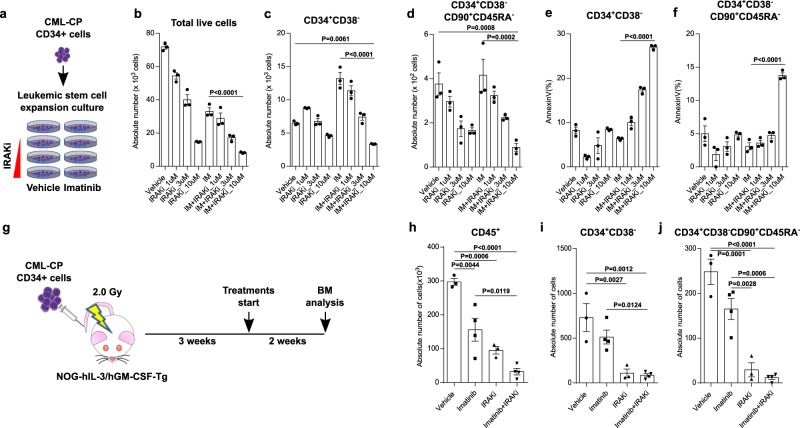
IRAK1/4 inhibitor together with imatinib is detrimental to human CML LSCs. **a**–**f** CD34^+^ cells (1×10^3^) from the BM of a newly diagnosed CML-CP patient were cultured in liquid culture in the presence of imatinib (IM: 0.5 µM) or IRAK1/4 inhibitor (IRAKi (R568): 1, 3 or 10 µM) alone or in combination for one week (*n* = 3 each) (**a**). Similar results from two different patients are shown in Fig. S3. Absolute number of total live cells (**b**), CD34^+^CD38^−^ cells (**c**) and CD34^+^CD38^−^CD90^+^CD45RA^−^ cells (**d**). Percentage of apoptotic cells in CD34^+^CD38^−^ cells (**e**) and CD34^+^CD38^−^CD90^+^CD45RA^−^ cells (**f**) was measured by annexin staining. **g**–**j** NOG-hIL-3/hGM-CSF mice were transplanted with CD34^+^ cells from the BM of a CML-CP patient (*n* = 1) and treated with vehicle (*n* = 3), imatinib (*n* = 4), IRAK1/4 inhibitor (IRAKi (R930259 Diet): 100 ppm) (*n* = 3), or the combination of these (*n* = 4). **g** Experimental design. Absolute number of human CD45^+^ cells (**h**), CD34^+^CD38^−^ cells (**i**), and CD34^+^CD38^−^CD90^+^CD45RA^−^ cells (**j**) in the BM were analyzed at the end of the experiment. Data are shown as the mean ± SEM. *P* values are calculated using one-way ANOVA with Tukey’s correction for multiple comparisons (**b**–**f**, **h**–**j**).

### PD-L1 blockade together with imatinib is effective at eliminating CML LSCs

Our RNA-Seq analysis showed that the expressions of immune checkpoint molecules such as PD-L1, CD80/86, and TIM-3 were relatively higher in IMDP cells than other cell types (Fig. 5a and Supplementary Fig. 4a–c), with PD-L1 mRNA expression highest among them. 

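Cd274, which encodes PD-L1, lies on chromosome 19 of GRCm38 from 29367455 to 29388095. Its expression was 11.1 ± 3.32 RPKM (SD, n = 3) in DP, 5.5 ± 1.9 in SP, 14.1 ± 3.38 in IMDP and 5.43 ± 2.01 in IMSP cells, from 198 to 949 reads per library. The log2 fold change was 1.39 in IMDP against IMSP cells (standard error 0.32, limma, adjusted p = 0.0108) and 1.65 relative to the median of all genes, with all 3 IMDP libraries above all 3 IMSP libraries. With one library left out at a time, the adjusted p ranged from 0.00802 to 0.0525, and 1 of the 12 fits no longer passed (limma). In DP against SP cells the log2 fold change was 1.01 (standard error 0.32, limma, adjusted p = 0.17), and the adjusted p was 0.00409 with neighbouring library numbers as a block. Without scaling, IMDP and DP cells differed by 0.36 (limma, adjusted p = 0.555), less than the spread between replicates. The difference was 0.51 with median scaling and 0.58 with limma-voom on the recovered reads, without passing (limma, adjusted p = 0.452 and 0.376). Averaged over both treatments, the change in G0M+ cells was 1.2 (standard error 0.23, limma, adjusted p = 0.00378). Havcr2, which encodes TIM-3 (chromosome 11, 46454935 to 46481255), reached 1.37 ± 0.483 RPKM (SD, n = 3) in DP, 0.326 ± 0.175 in SP, 1.36 ± 0.987 in IMDP and 0.849 ± 0.264 in IMSP cells, from 8 to 86 reads per library. Its log2 fold change was 1.83 in DP against SP (limma, adjusted p = 0.122, and 0.0347 with neighbouring library numbers as a block), 0.43 in IMDP against IMSP (adjusted p = 0.576) and -0.20 in IMDP against DP cells (adjusted p = 0.861). With one library left out at a time, the change in IMDP against DP cells ranged from -0.72 to 0.30, and that in IMDP against IMSP cells from -0.09 to 0.93. Cd80 and Cd86 fell below the filter on low values and were tested only without it. Cd80 (chromosome 16, 38455561 to 38496335) reached 0.119 ± 0.0416 RPKM (SD, n = 3) in DP, 0.103 ± 0.0595 in SP, 0.198 ± 0.101 in IMDP and 0.108 ± 0.0828 in IMSP cells, from 2 to 14 reads per library. Its IMDP libraries overlapped with each other group. Cd86 (chromosome 16, 36603869 to 36666081) reached 0.598 ± 0.101 RPKM (SD, n = 3) in DP, 0.322 ± 0.199 in SP, 0.834 ± 0.386 in IMDP and 0.215 ± 0.0675 in IMSP cells; the IMDP libraries (0.546 to 1.27 RPKM) lay above the IMSP libraries (0.155 to 0.288) and overlapped with the DP libraries (0.497 to 0.699). Without the filter, the log2 fold change of Cd86 in IMDP against IMSP cells was 1.51 (limma, adjusted p = 0.034). In IMDP cells, Cd274 had the highest mean RPKM of the 4 genes.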

DP and IMDP cells showed a higher protein level of PD-L1 than SP and IMSP cells, respectively, based on the flow cytometry analysis (Fig. 5b). These data indicated the possibility that PD-L1 is involved in the survival of CML LSCs. PD-L1 expression is regulated by NF-κB via inflammatory signaling such as IL1R, TLR, and IFN signals^49^, which were linked to the imatinib-insensitivity of CML LSCs in our RNASeq analysis. The combination of imatinib and IRAK1/4 inhibitor, which deactivated NF-κB, attenuated PD-L1 expression on mouse and human CML LSCs compared with imatinib or IRAK1/4 inhibitor alone (Supplementary Fig. 4d–f). These observations encouraged us to set up a combination therapy of imatinib and anti-PD-L1 antibody. We treated CML mice with imatinib, anti-PD-L1 antibody, or the combination of these. The combination greatly prolonged the survival of CML mice compared with imatinib or anti-PD-L1 antibody alone (Fig. 5c). The combination also reduced the absolute number of DP cells and splenomegaly compared with imatinib alone (Fig. 5d–f). In particular, the combination therapy-induced apoptosis in CML LSCs (Fig. 5g). Further, PD-L1 expression on CML LSCs from CML mice with the combination treatment was significantly attenuated compared with imatinib alone (Supplementary Fig. 4g). The combination efficacy was abolished when Rag2KO mice^50^, which lack T cell immunity, were used as recipients in the mouse CML-like model. However, CD8 T cell transfer together with the combination successfully recovered the efficacy in these mice (Fig. 5h). Intriguingly, none of the treatments without CD8 T cell transfer prolonged the survival of CML mice, indicating that T cell immunity was crucial for the eradication of CML LSCs. To prove that the treatment effect with the anti-PD-L1 antibody was due to immune checkpoint blockade and not to antibody-dependent cell-mediated cytotoxicity (ADCC), we also assessed PD-1 and CTLA4 which do not induce ADCC. Both anti-PD-1 and anti-CTLA4 antibodies exhibited comparable efficacy with anti-PD-L1 antibody in combination with imatinib, indicating that T cell immunity is more responsible for the effective elimination of CML LSCs than ADCC (Fig. 5i). The efficacy of blocking the immune checkpoint molecules was equivalent to that of IRAK1/4 inhibitor. These results indicate that CML LSCs express immune checkpoint molecules to protect themselves from T cell antitumor immunity. Thus, inducing T cell antitumor immunity by the blockade of immune checkpoint molecules on CML LSCs together with TKIs is potentially effective for the eradication of CML LSCs. Since the combination of IRAK1/4 inhibitor and imatinib attenuates PD-L1 expression on CML LSCs, the combination also induces T cell antitumor immunity in addition to its proapoptotic activity.

**Fig. 5:**
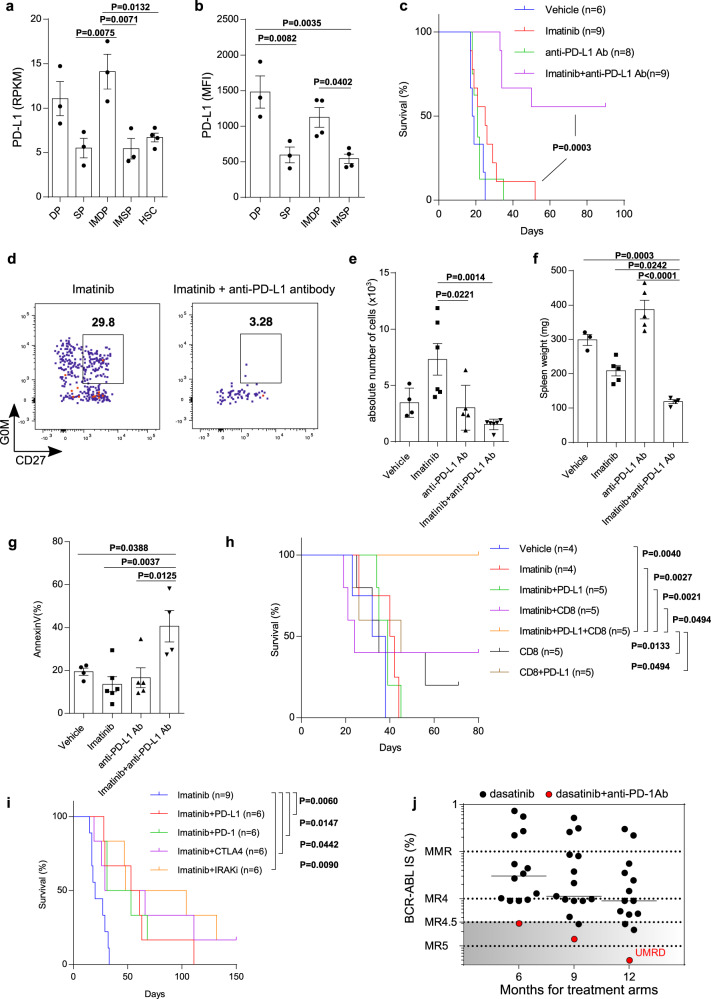
The blockade of PD-L1 together with imatinib eliminates CML LSCs. **a** RPKM values for PD-L1 among the indicated populations (*n* = 3 (DP, SP, IMDP, and IMSP) and 4 (HSC)). **b** MFI of PD-L1 among the indicated populations (*n* = 3 (DP and SP) and 4 (IMDP and IMSP)). **c** Survival curves for mice treated with vehicle (*n* = 6), imatinib (*n* = 9), anti-PD-L1 antibody (*n* = 8) and the combination (*n* = 9). **d** Representative FACS plots of BCR-ABL1^+^Lin^-^Sca1^+^c-Kit^+^ cells in the BM from imatinib and the combination-treated groups. **e** Absolute number of LSCs (G_0_M^+^CD27^+^ cells in the FACS plots in **d**) in the BM from all treatment groups (*n* = 4 (Vehicle), 6 (Imatinib), 5 (anti-PD-L1Ab), and 6 (Imatinib and anti-PD-L1 Ab)). **f** Spleen weights of CML mice from all treatment groups (*n* = 3 (Vehicle), 6 (Imatinib), 6 (anti-PD-L1Ab), and 5 (Imatinib and anti-PD-L1 Ab)). **g** The percentage of apoptotic cells in CML LSCs from all treatment groups was measured by annexin staining (*n* = 4 (Vehicle), 6 (Imatinib), 5 (anti-PD-L1Ab), and 4 (Imatinib and anti-PD-L1 Ab)). **h** Survival curves for Ly5.1 Rag2 knockout CML mice treated with vehicle, imatinib, anti-PD-L1 antibody (PD-L1), 2 × 10^6^ MACS-purified CD8^+^ T cells from Ly5.1 mice (CD8) and the combination (*n* = 4–5). **i** Survival curves for CML mice treated with imatinib alone (*n* = 9) or with one of anti-PD-L1, anti-PD-1 and anti-CTLA4 (*n* = 6 each). **j** BCR-ABL1 International Scale (IS) from CML-CP patients treated with dasatinib alone (*n* = 14) or dasatinib together with anti-PD-1 antibody (nivolumab) (*n* = 1) at 6, 9, and 12 months after commencement of dasatinib treatment. MMR (major molecular response) and molecular responses MR4, MR4.5, and MR5 represent BCR-ABL1 transcript levels of ≦0.1%, ≦0.01%, ≦0.0032%, and ≦0.001%(IS), corresponding to a 3-log, 4-log, 4.5-log, and 5-log reduction from a standardized baseline, respectively. UMRD, undetectable minimal residual disease (The copy numbers of *BCR-ABL1* and *ABL* are as follows; 7.16 and 263921 (6 month), 3.05 and 244113 (9 month), and 0.00 and 135146 (12 month)). All treatments were continued during the observation period. All measurements in **d**–**g** were performed at days 18–20 after transplants. Data are shown as the mean ± SEM. *P* values are calculated using one-way ANOVA with Tukey’s correction for multiple comparisons (**a**, **b**, **e**–**g**) or log-rank test (**c**, **h**, **i**).

We experienced a 60-year-old male with CML which developed during sunitinib therapy against relapsed renal cell carcinoma for 10 months. The Sokal score was in a middle-risk category (Sokal score: 1.02). The patient was treated successfully with dasatinib. In addition to dasatinib, the patient received continuous nivolumab treatment against relapsed renal cell carcinoma 4 months after the dasatinib commencement (Supplementary Fig. 4h). The patient achieved a molecular response with a 4.5-log reduction in *BCR-ABL1* transcripts from baseline (MR4.5; BCR-ABL1 transcript level ≦0.0032% [International Scale]) at 6 months and an undetectable minimal residual disease (UMDR) at 12 months, whereas none of 14 patients treated with dasatinib alone at Juntendo University Hospital achieved a MR4.5 at 6 months, and two with low risk (Sokal score < 0.8) did at 12 months (Fig. 5j and Supplementary Table 2). Additionally, only less than 2.0% of all patients who received dasatinib achieved a MR4.5 at 6 months in the phase III Dasatinib Versus Imatinib Study in Treatment-Naïve Chronic Myeloid Leukemia Patients (DASISION) trial^51^. These results suggest that the combination of dasatinib and nivolumab in this patient happened to result in an early achievement of the deep molecular response (>4 log reduction) in CML.

### Inhibition of IRAK1/4-NF-kB-PD-L1 pathway effectively decreases CML-inducing activity of CML LSCs

We finally assessed whether the reduction of DP cells by inhibition of IRAK1/4-NF-κB-PD-L1 pathway by either IRAK1/4 inhibitors or anti-PD-L1 antibody in combination with imatinib results in attenuating CML reconstitution activity by secondary transplantation. To this end, we transplanted the whole BM cells from primary CML mice treated with vehicle, imatinib, a combination of imatinib and IRAK1/4 inhibitor and a combination of imatinib and anti-PD-L1 antibody into lethally irradiated recipient mice (Fig. 6a). The number of DP cells in both combination groups was again greatly reduced compared to that in vehicle and imatinib groups (Fig. 6b). In consistent with this, survival of CML mice transplanted with whole BM cells from both combination groups significantly prolonged compared to that from vehicle and imatinib groups (Fig. 6c). Therefore, the decrease of DP cells was correlated with a decrease in the CML reconstitution activity, indicating that CML LSCs are highly enriched in DP cells. Collectively, the inhibition of IRAK1/4-NF-kB-PD-L1 pathway effectively decreases CML LSCs

**Fig. 6:**
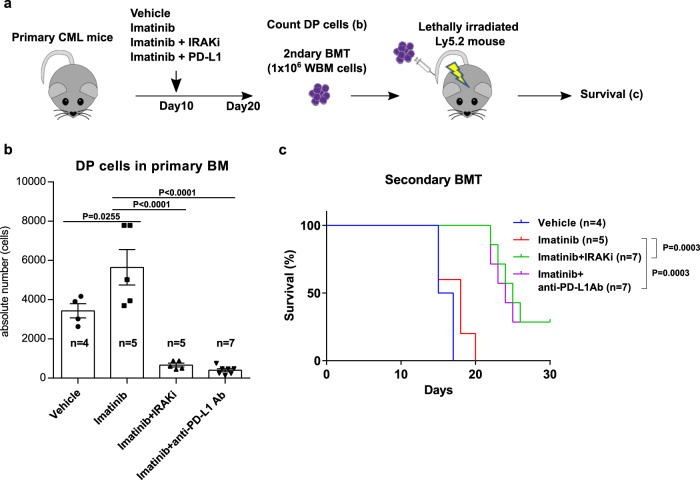
A combination of imatinib and IRAK1/4 inhibitors or anti-PD-L1 antibody efficiently reduces the number of CML LSCs. **a** Experimental design. **b** Absolute number of DP cells in the BM from primary recipient mice in the indicated treatment groups (*n* = 4 (Vehicle), 5 (Imatinib), 5 (Imatinib + IRAKi), and 7 (Imatinib + PD-L1)). **c** Survival curves for secondary recipient mice transplanted with whole BM cells from primary recipient mice in the indicated treatment groups (*n* = 4 (Vehicle), 5 (Imatinib), 7 (Imatinib + IRAKi) and 7 (Imatinib + PD-L1)). Data are shown as the mean ± SEM. *P* values are calculated using one-way ANOVA with Tukey’s correction for multiple comparisons (**b**) or log-rank test (**c**).

## Discussion

CML LSCs are thought to be quiescent. This is one of the properties that make them insensitive to TKIs^52,53^. However, the full portrait of CML LSCs and the mechanisms for TKI-resistance are still enigmatic mainly due to the lack of appropriate methods to identify quiescent CML LSCs. Therefore, development of appropriate models to examine the features of quiescent CML LSCs are important. In this study, using a G_0_ marker (G_0_M)^43^, we found that quiescent CML LSCs are highly enriched in G_0_M^+^CD27^+^CML LSK cells (DP cells). A transcriptomic analysis also revealed that previously reported CML LSC features such as inflammatory signaling, IL2/STAT5 signaling, IFNγ response, and hypoxia pathways were enriched in DP cells^17,18,46,54–57^, ensuring that DP cells are CML LSCs. The identification of CML LSCs by G_0_M and CD27 enabled us to directly characterize quiescent CML LSCs. We demonstrated that the number of DP cells was increased by imatinib treatment in a mouse CML-like model, indicating that DP cells are insensitive to imatinib. Of note, signaling pathways related to inflammatory response such as TLRs and IL1β signaling pathways were linked to the imatinib insensitivity and pharmacological inhibition of IRAK1/4, mediators of inflammatory response signaling pathways, enhanced the efficacy on eliminating imatinib-insensitive CML LSCs. Moreover, we found that DP cells expressed significantly higher levels of PD-L1 compared to normal HSCs. Because IRAK1/4 inhibitors attenuated PD-L1 on DP cells and the blockade of PD-L1 was also effective on elimination of DP cells, PD-L1 expression is partially regulated by innate immune stress signals in imatinib-insensitive CML LSCs. Taken together, maintaining PD-L1 expression via inflammatory response signals could be responsible for the insensitivity to imatinib.

Inflammatory response pathways are activated by proteins in cellular stress responses^58^. Melgar et al. showed that activation of inflammatory response pathway via IRAK1 and IRAK4 is essential for adaptive resistance to FLT3 inhibitor in FLT3-mutated AML. Activation of inflammatory response pathways via IRAK1 and IRAK4 are also reported in MDS, AML, T cell acute lymphoblastic leukemia, and lymphoma^35,36,59–62^. In CML, inhibition of IL-1 signaling enhances elimination of TKI–treated LSCs^33,34^. Here we also have shown that IRAK1/4 inhibitors were effective on the elimination of imatinib-treated CML LSCs. Therefore, these data indicate that inflammatory response pathway is also crucial for adaptive response to TKIs in CML LSCs. Imatinib-insensitive CML stem/progenitor cells highly expressed TLR1 and TLR6, which are also overexpressed in MDS BM CD34^+^ cells and AML cells^63^. Therefore, the dysregulation of TLRs may be a common adaptive response feature of myeloid leukemias, implicating TLRs as good therapeutic targets. Collectively, inflammatory response pathways are essential for the survival of LSCs in the presence of targeted therapy. However, the precise mechanism of how target therapies activate inflammatory response pathways is not resolved in these studies and our study. Inflammatory response pathways functions through activation of NF-kB and therefore direct inhibition of NF-κB should also work. Indeed, pharmacological blockade of NF‐κB activation by an IKK2 inhibitor was reported to be effective on imatinib-resistant CML cells^64^. This indicates that maintaining NF-kB activation is a key mechanism for the survival of LSCs. We showed that neither imatinib nor the IRAK1/4 inhibitor alone deactivated NF-κB, suggesting that BCR-ABL1 activates NF-κB in the absence of imatinib, whereas IRAK1/4-mediated signals activate NF-κB in the presence of imatinib. Consistently, IL1R/TLR signal pathways were upregulated in CML LSCs in the presence of imatinib. Therefore, upregulation of inflammatory response pathways may work as a surrogate pathway of maintaining NF-kB activation upon targeted therapies.

BM niche is a critical player in both normal hematopoiesis and leukemia^65,66^. CML development induces significant alteration in the BM niche, including markedly altered levels of inflammatory cytokines and chemokines^67^, which may enhance LSCs and contribute to TKI resistance^68^. Inflammatory cytokines such as IL-1β from CML cells transform an endosteal BM niche to leukemic one which expresses *Il-1r1*, *Tnf*, and *Tgfb2* significantly higher than normal one and supports CML progression by abnormal production of inflammatory cytokines such as IL-1β^69^. This suggests that inflammatory response pathways are also upregulated in the leukemic niche. Therefore, although we did not examine how IRAK1/4 inhibitors affect the leukemic niche in this study, pharmacological inhibition of IRAK1/4 would also block inflammation of the BM leukemic niche which may enhance leukemic transformation. TLRs should also be involved in this positive feedback of inflammatory response pathways between CML cells and the leukemic niche, but the roles of TLRs in this context is still largely unknown.

CML is considered to be one of the cancers most sensitive to immunological manipulation^70^. One of the escape mechanisms of CML LSCs from immunological attack is the expression of immune checkpoint molecules. We here demonstrate that PD-L1 expression on CML LSCs is higher than that on CML progenitors, consistent with a previous study^41^. PD-L1 expression on human CML-LSCs (Lin-CD34^+^CD38^−/low^) is also higher than that on the same population of healthy controls^23,71^. In addition, blocking the PD-1/PD-L1 interaction by PD-L1 or PD-1 antibody together with cytotoxic T cell (CTL) transfer eradicates CML LSCs^41,42^, indicating that PD-L1 protects CML LSCs from CTL-mediated elimination. Consistent with this, we identified that the combination of imatinib and anti-PD-L1 antibody effectively eliminated CML LSCs in the mouse CML-like model. In addition, the efficacy of the blockade of the PD-L1/PD-1 interaction was abolished in the absence of T cell immunity. Importantly, both anti-PD-1 and anti-CTLA4 antibodies in combination with imatinib were also effective at prolonging the survival of CML mice, suggesting that immune checkpoint molecules are crucial for the protection of CML LSCs against T cell antitumor immunity. These results indicate that blocking the interactions of immune checkpoint molecules, PD-1/PD-L1 or CTLA4/CD80/CD86 interactions, together with TKIs is effective at eliminating human CML LSCs in the presence of T cell immunity. These results also suggest that both PD-L1 and CD80/CD86 are required for the protection of CML LSCs. Here we reported one clinical case who received dasatinib for newly diagnosed CML-CP and nivolumab for the existing relapsed renal cell carcinoma. This patient exhibited an early MR4.5 achievement compared with dasatinib alone at Juntendo University Hospital and in the DASSISION trial. However, since some studies have reported that approximately 20% of patients with dasatinib exhibited a MR4.5 achievement by 6 months^72,73^, this case was not unheard of. While no conclusion can be drawn from a single case, it is tempting to think that combination therapy between TKIs and anti-PD-L1 antibodies would be beneficial for CML patients. In addition, since dasatinib has been reported to have immunosuppressive effects and the immune properties of this combination therapy may be different from those of imatinib, this case may not fully support our experimental results. Ongoing trials using checkpoint inhibitors in combination with TKIs (imatinib, dasatinib, nilotinib, and bosutinib)^74^ will shed light on this discrepancy. However, at present, it would not be practical to use checkpoint inhibitors for patients with CML-CP because TKI alone is able to efficiently extend the survival of the patients without severe side effects but on the contrary checkpoint inhibitors may cause severe side effects. Therefore, safer strategies for the blockade of PD-1/PD-L1 other than PD-1 or PD-L1 antibodies are needed.

Intriguingly, the IRAK1/4 inhibitor in combination with imatinib attenuated PD-L1 expression on mouse and human CML LSCs. Since PD-L1 expression is regulated by NF-κB^75,76^, the deactivation of NF-κB by the combination resulted in the attenuation of PD-L1 expression on CML LSCs. Therefore, a part of the efficacy of the IRAK1/4 inhibitor should be mediated by activation of T cell antitumor immunity via the attenuation of PD-L1 expression. Moreover, since IRAK1/4 inhibitors induced apoptosis in human CML LSCs in the absence of T-cell immunity, it is likely that the inhibitors themselves also directly induce apoptosis in CML LSCs. Collectively, IRAK1/4 inhibitors appear to have at least two functions in the elimination of CML LSCs. On the other hand, Suzuki et al. showed that IRAK4 signaling is also essential for eliciting adaptive immune responses^75^. Therefore, IRAK1/4 inhibitor may have some negative effects on T cell immunity. However, considering that the combination of IRAK1/4 inhibitor and imatinib was effective at eliminating CML LSCs in the presence of T cell immunity, the negative effect of IRAK1/4 inhibitor may be minor in our experiments. PD-L1 has been reported to directly enhance cancer cell survival and tumor progression, in addition to its immunosuppressive function^77–79^, indicating that the PD-L1 blockade itself is detrimental to CML LSCs. However, because PD-L1 blockade was not effective at eliminating CML LSCs in the absence of T cell immunity, the proapoptotic function of the IRAK1/4 inhibitor is independent of the attenuation of PD-L1.

In summary, we developed a method for detecting quiescent CML LSCs using G_0_M in a mouse CML-like model. The identification of quiescent CML LSCs enabled drug screening directly against quiescent CML LSCs. Using this system, we found that an IRAK1/4 inhibitor in combination with imatinib eliminated CML LSCs by dual functions. The one is proapoptotic and the other is the induction of antitumor immunity by attenuating immune check point molecules. Therefore, IRAK1/4 inhibitors are attractive drugs in eliminating CML LSCs with TKIs. However, since IRAK1/4 are central mediators of inflammatory responses, optimization of the drug dose is crucial for clinical use.

## Methods

### Reagents

Imatinib was purchased from LC Laboratories. IRAK1/4 inhibitor (R568 for in vitro experiments and R930259 Diet (100 ppm) for in vivo experiments) was provided by Rigel Pharmaceuticals, Inc.

### Mice

C57BL/6J mice were purchased from Japan SLC. G_0_M mice (*Vav1-Cre; Rosa*^*R26R-G0M/ R26R-wt*^ [B6.Cg-Gt(ROSA)26Sor<tm1(mVenus/Cdkn1b<*>)Toki>, BRC No. 109200]) mice were obtained by in-house breeding. Rag2 knockout (B6(Cg)-Rag2tm1.1Cgn/J) mice were purchased from Sankyo Labo Service Corporation. NOG hIL-3/GM-CSF Tg (NOD.Cg-Prkdcscid Il2rgtm1Sug Tg(SRa-IL3, CSF2)7-2/Jic) mice were provided by the Central Institute for Experimental Animals (CIEA; Japan). All animal studies were approved by the Animal Care Committee of the Institute of Medical Science at the University of Tokyo (approval number: PA13-19 and PA16-31) and were conducted in accordance with the Regulation on Animal Experimentation at the University of Tokyo based on International Guiding Principles for Biomedical Research Involving Animals.

### Patient samples

Proper informed consent was obtained from all participants. All experiments were performed according to the Declaration of Helsinki and were approved by the Ethics Committee of Juntendo University School of Medicine (IRB#2019113) and the Research Ethics Review Committee of the Institute of Medical Science of the University of Tokyo (2019-8-0702). Heparin-anticoagulated BM cells were obtained from 5 newly diagnosed CML-CP patients (Table S1). Informed consent was obtained in accordance with the Declaration of Helsinki, and all procedures were approved by the Research Ethics Board at Juntendo University. Mononuclear cells were isolated using Lymphoprep (STEMCELL Technologies) density gradient separation, and CD34^+^ cells (>85%) were enriched immunomagnetically using an CD34 MicroBead Kit (Milteny Biotec). Purity was verified by re-staining isolated cells with an allophycocyanin-cyanine7-labeled (APC-Cy7) anti-CD34 antibody (clone 561, BioLegend), and the cells were analyzed using a FACSAria (BD) machine.

### Preparation of retrovirus

The cDNA encoding human BCR-ABL1 (a gift from H.Honda, Tokyo Women’s Medical University) was cloned into the EcoRI site of the MSCV-IRES-GFP vector. Retroviral packaging cells (Plat-E) were transiently transfected with the MSCV-BCR-ABL1-IRES-GFP plasmid using polyethylenimine (Sigma-Aldrich) and used for transplantation into mice as described later.

### Generation of a mouse CML-like model

G_0_M mice were treated with 5FU and four days later culled to isolate whole BM cells. The cells were cultured in IMDM medium (Thermo Fisher Scientific) supplemented with 20% FBS, 1% penicillin/streptomycin, 50 µM ß-mercaptoethanol, 10 ng/ml mouse interleukin (IL)−6, 50 ng/ml human TPO, and 50 ng/ml mouse stem cell factor (SCF) overnight. On the next day, the cells were infected with the above retrovirus carrying MSCV-BCR-ABL1-IRES-GFP using RetroNectin®□ (TaKaRa Bio Inc.). In all, 1 × 103 GFP-positive cells were transplanted intravenously into lethally irradiated (9.5 Gy) C57BL/6 mice together with 1 × 10^5^ BM mononuclear cells from non-irradiated C57BL/6 mice.

### Flow cytometric analysis and antibodies

BM hematopoietic cells were isolated from the femurs and tibias by flushing and the depletion of red blood cells by ACK Lysing Buffer (Thermo Fisher Scientific). The cells were stained with the appropriate dilution of fluorochrome- and/or biotin-conjugated antibodies and 4′,6-diamidino-2-phenylindole (DAPI) or propidium iodide (PI) for dead cell exclusion and analysis using a FACSVerse flow cytometer and FASCAria (BD Biosciences). The following antibodies (all BioLegend) were used: Lineage Cocktail [CD5(53-7.3)-biotin, TER-119(TER-119)-biotin, CD11b(M1/70)-biotin, Gr-1(RB6-8C5)-biotin and B220(RA3-6B2)-biotin, 1:1000 each] with streptavidin BV605 (1:500), c-Kit(2B8)-PE-Cy7(1:500), Sca-1(D7)-APC(1:500) and CD27(LG.3A10)-BV421 (1:500) for mouse CML LSC analysis; CD34(561)-APC-Cy7(1:500), CD38(HB-7)-PE-Cy7(1:500), CD90(5E10)-biotin(1:500) with streptavidin BV605(1:500), CD45RA(HI100)-FITC(1:500), CD45(2D1)-FITC(1:250) or -BV421(1:250), Lineage Cocktail [CD3(OKT3), CD14(M5E2), CD16(3G8), CD19(HIB19), CD20(2H7), CD56(HCD56), 1:100]-BV510 for human CML LSC analysis; and CD274(10F.9G2 and 29E.2A3)-PE(1:500) for the detection of mouse and human PD-L1, respectively. The detection of annexin V-positive cells for apoptosis analysis was performed using either Annexin V-PE or APC.

### In vivo treatment of mice with CML-like disease

All treatments were commenced 10 days after the BM transplantation. Imatinib (40 mg/kg) or vehicle was administered once daily by oral gavage. The IRAK1/4 inhibitor was administered by feed administration (R930259 Diet (100 ppm)). Anti-PD-L1 antibody (10 F.9G2, BioXcell; 200 µg), anti-PD-1 antibody (29 F.1A12, BioXcel; 200 µg), anti-CTLA-4 antibody (9D9, BioXcel; 200 µg), or their isotype control antibodies were administered by intraperitoneal injection once a week. For the CD8 transfer, 2 × 10^6^ CD8 T cells from the spleen were intravenously injected into CML mice.

### Secondary transplantation

In all, 1 × 10^6^ whole BM cells of primary recipient mice from each treatment group were transplanted intravenously into lethally irradiated (9.5 Gy) C57BL/6 mice.

### In vitro drug treatment for patient samples

In all, 1 × 10^2^ or 1 × 10^3^ CML-CP CD34^+^ cells were cultured using the StemSpan^TM^ Leukemic Cell Culture Kit (STEMCELL Technologies) in a well of a 96-well flat-bottom plate in the presence of DMSO, imatinib (0.5 µM), IRAK1/4 inhibitor (R568; 1, 3, and 10 µM), or the combination of for 7 days. At day 7, all cells were subjected to flow cytometric analysis to count the number of live cells and assess the proportion of CD34^+^CD38^-^ and CD34^+^CD38^−^CD90^+^CD45RA^+^ fractions. Measurements of Annexin V positive cells in those fractions were performed at the same time.

### Immunodeficient murine xenograft experiments

CML CD34^+^ cells were transplanted (1 × 10^5^ or 1 × 10^6^ cells per mouse) via tail-vein injection into female 8-to-12-week-old sublethally irradiated (2.0 Gy) NOG hIL-3/GM-CSF Tg mice (CIEA). Human cell engraftment was monitored at 4 to 6 weeks after transplantation by FACS for the presence of human CD45^+^ cells in the blood. Mice that showed evidence of human cell engraftment were randomized and treated with vehicle (water), imatinib, IRAK1/4 inhibitor in feed (R930259 Diet (100 ppm)), or a combination of imatinib and IRAK1/4 inhibitor for 14 or 21 days commencing at 2 weeks after the transplantation. Imatinib (40 mg/kg) or vehicle were administered once daily by oral gavage. Mice were euthanized at the end of the treatment, and marrow contents of the femurs and tibias were obtained. The presence of human CD45, CD34, CD38, CD90 CD45RA, and CD274 on the engrafted cells was assessed by FACS. Engraftment data were obtained from CML CD34^+^ samples treated for 21 days from two patients.

### Western blotting analysis

BCR-ABL1-expressing K562 cells (CCL-243, ATCC) were washed with PBS and lysed with pre-heated Laemmli sample buffer (BIO-RAD, USA; #1610737). Total cell lysates were subjected to western blotting analysis. Signals were detected with ECL Western Blotting Substrate (Promega, USA; #W1001), and the immunoreactive bands were visualized by LAS‐ 4000 Luminescent Image Analyzer (FUJIFILM). The following antibodies were used in this study at indicated dilutions: anti-IRAK1 (Cell Signaling Technology, USA; catalog #4501, clone D51G7, 1:500), anti-phospho IRAK1 (pThr209) (Sigma-Aldrich, JAPAN; catalog #SAB4504246, 1:500), anti-CrkL (Cell Signaling Technology, USA; catalog #3182, clone 32H4, 1:500), anti-Phospho-CrkL (Tyr207) (Cell Signaling Technology, USA; catalog #3181, 1:500), and anti-GAPDH (Cell Signaling Technology, USA; catalog #5174, clone D16H11, 1:1000).

### RNA sequencing

We performed RNA sequencing (RNA-Seq) as described previously^80^ with minor modification. In brief, using 100 sorted cells, the first strand of cDNA was synthesized using a PrimeScript RT reagent kit (TaKaRa Bio Inc.) and not-so random primers. Following the synthesis of the first strand, the second strand was synthesized by Klenow Fragment (3′, −5′, exo-; New England Biolabs Inc.) and complement chains of the not-so random primers. Using purified double-strand cDNA, the library for RNA-Seq was prepared and amplified using a Nextera XT DNA sample Prep Kit (Illumina Inc.). These prepared libraries were sequenced on a Next-Seq system (Illumina Inc.) according to the manufacturer’s instruction. In addition, each obtained read was mapped to the reference sequence “GRCm38/mm10” using CLC genomic workbench v11.0.0 (Qiagen), and expression levels were normalized and subjected to statistical analyses based on EdgeR.

### Statistical analyses

Statistical differences were determined using the unpaired and two-tailed Student’s *t*-test, one-way ANOVA with Tukey’s correction for multiple comparisons, and the log-rank (Mantel-Cox) test for the survival analysis using Graphpad Prizm6 software (MDF).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

The RNA-sequencing data have been deposited in the NCBI gene expression omnibus under the accession code GSE175323. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Eliminating chronic myeloid leukemia stem cells by IRAK1/4 inhibitors
**Source:** Nat Commun. 2022 Jan 12;13:271. doi: 10.1038/s41467-021-27928-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Eliminating chronic myeloid leukemia stem cells by IRAK1/4 inhibitors**

Yosuke Tanaka<sup>1,†</sup>, Reina Takeda<sup>1</sup>, Tsuyoshi Fukushima<sup>1</sup>, Keiko Mikami<sup>1</sup>, Shun Tsuchiya<sup>2</sup>, Moe Tamura<sup>1</sup>, Keito Adachi<sup>1</sup>, Terumasa Umemoto<sup>5</sup>, Shuhei Asada<sup>1</sup>, Naoki Watanabe<sup>2</sup>, Soji Morishita<sup>3</sup>, Misa Imai<sup>3</sup>, Masayoshi Nagata<sup>4</sup>, Marito Araki<sup>3</sup>, Hitoshi Takizawa<sup>5</sup>, Tomofusa Fukuyama<sup>1</sup>, Chrystelle Lamagna<sup>6</sup>, Esteban S Masuda<sup>6</sup>, Ryoji Ito<sup>7</sup>, Susumu Goyama<sup>8</sup>, Norio Komatsu<sup>2</sup>, Tomoiku Takaku<sup>2</sup>, Toshio Kitamura<sup>1,†</sup>

**Supplementary Figure 1**

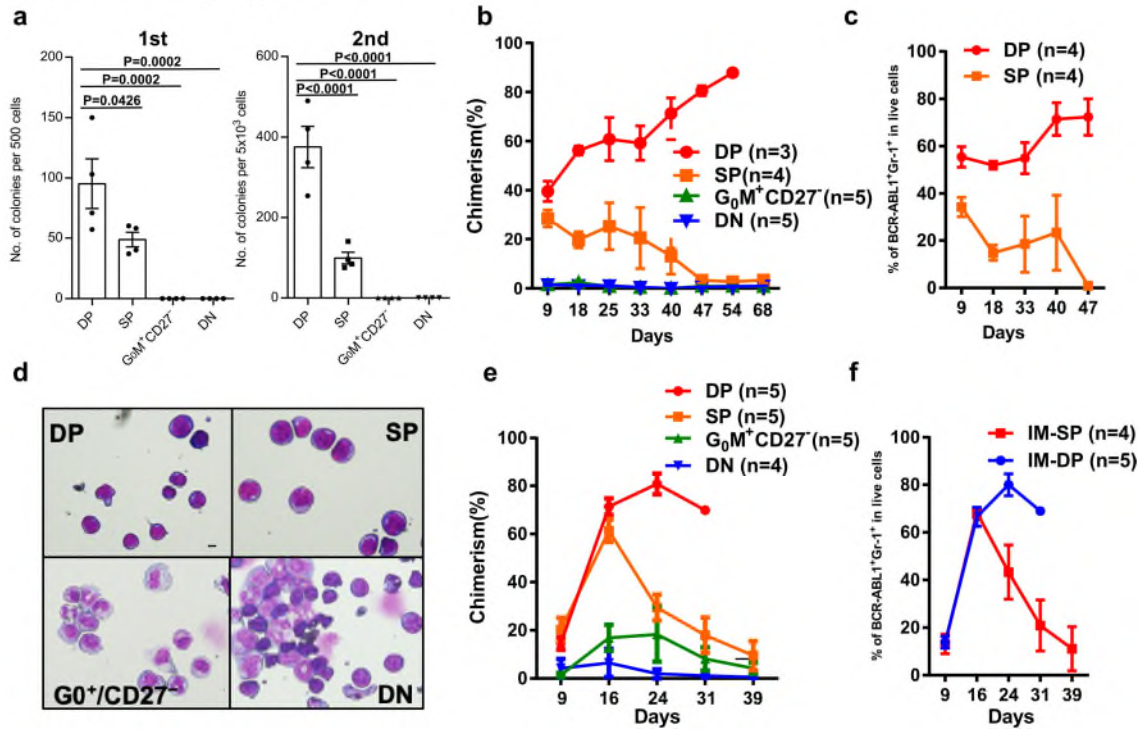

**Supplementary Figure 1. Identification of quiescent CML LSCs by GoM, related to Figure 1**

**a** Colony-forming assays of the indicated populations from vehicle-treated CML mice. 500 cells were plated in the 1<sup>st</sup> round (left), and  $5 \times 10^3$  cells were plated in the 2<sup>nd</sup> round (right).  $n=4$  each. **b** Kinetic analysis of the chimerism of GFP<sup>+</sup> cells in the peripheral blood (PB) of recipient mice transplanted with the indicated populations from vehicle-treated CML mice. **c** Kinetic analysis of the chimerism of GFP<sup>+</sup>Gr-1<sup>+</sup> cells in the PB of recipient mice transplanted with the indicated populations from vehicle-treated CML mice. **d** Giemsa marrow cytopspins of the indicated populations from untreated CML mice. Scale bar, 5  $\mu$ m. Representative pictures were shown from  $n=2$  independent experiments. **e** Kinetic analysis of chimerism of GFP<sup>+</sup> cells in the peripheral blood of recipient mice transplanted with the indicated populations from imatinib-treated CML mice. DP ( $n=5$ ), SP ( $n=5$ ), G<sub>0</sub>M<sup>+</sup>CD27<sup>-</sup> ( $n=5$ ), and DN ( $n=4$ ). **f** Kinetic analysis of the chimerism of GFP<sup>+</sup>Gr-1<sup>+</sup> cells in the peripheral blood of recipient mice transplanted with the indicated populations from imatinib-treated CML mice. Data are shown as the mean  $\pm$  SEM. P values are calculated using one-way ANOVA with Tukey's correction for multiple comparisons (**a**)

## Supplementary Figure 2

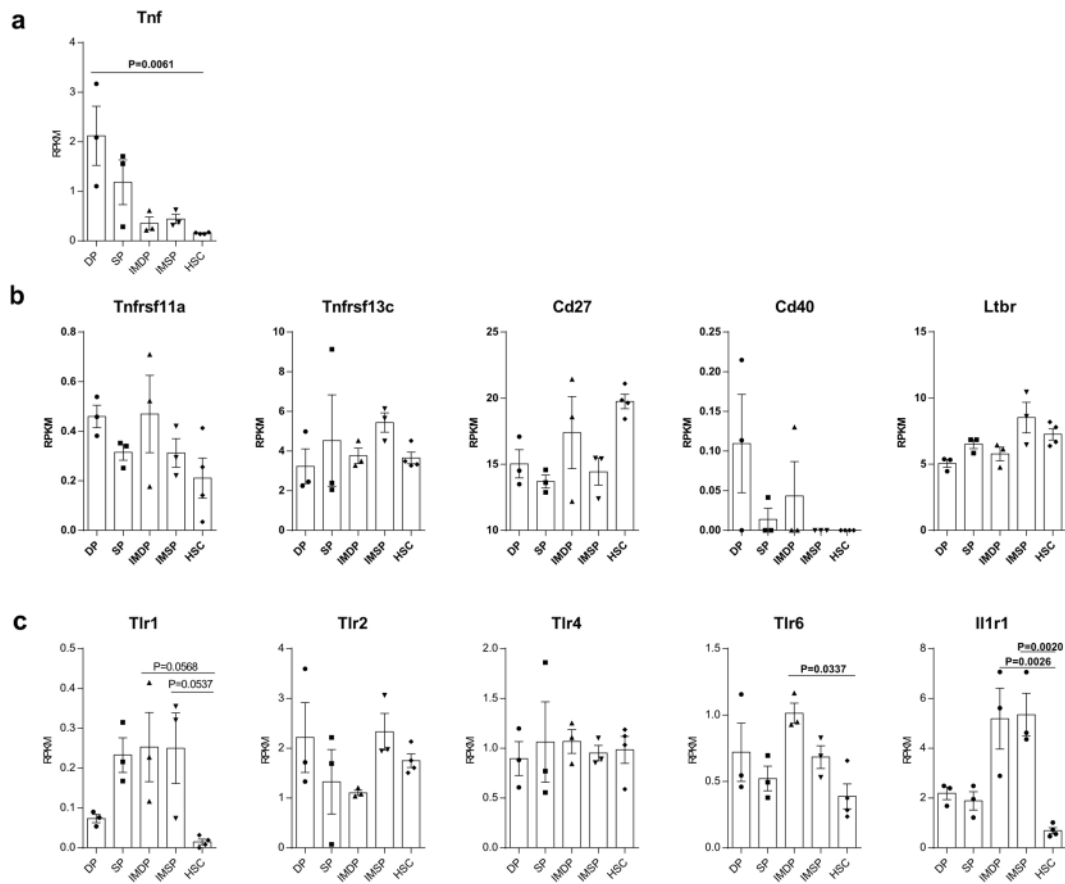

**Supplementary Figure 2. TLRs and IL1R1 are highly expressed in imatinib-insensitive CML LSCs, related to Figure 2**

The RPKMs of *Tnf* (**a**), receptors on noncanonical NF- $\kappa$ B (**b**) and Toll-like receptors (*Tlr1*, *Tlr2*, *Tlr4* and *Tlr6*) and *Il1r1* (**c**) among the indicated CML populations (n=3 each) and normal HSCs (n=4). Data are shown as the mean  $\pm$  SEM. P values are calculated using one-way ANOVA with Tukey's correction for multiple comparisons (**a-c**).

### Supplementary Figure 3

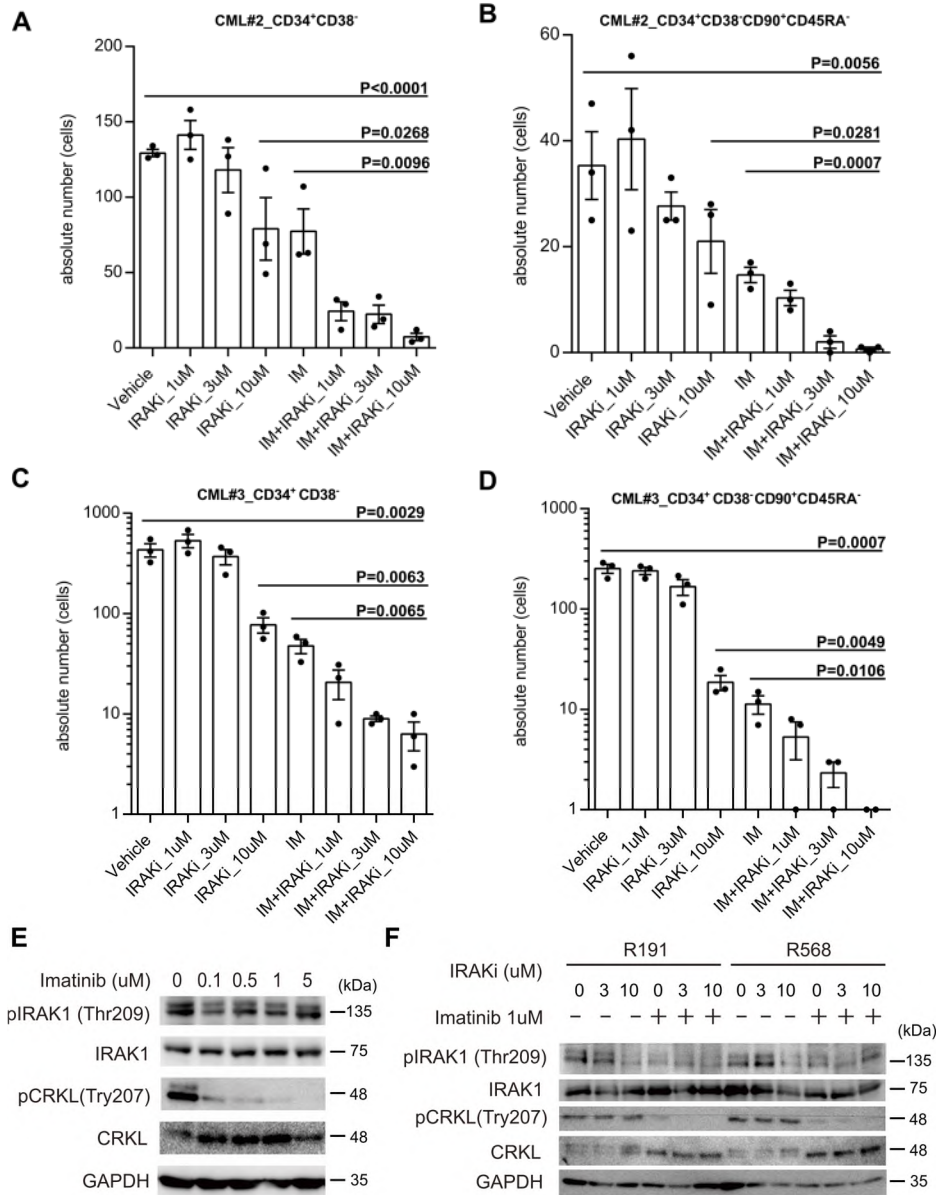

**Supplementary Figure 3. The combination of IRAK1/4 inhibitor and imatinib is detrimental to CML-CP CML LSCs, related to Figure 4**

**a-d** MACS-purified CD34<sup>+</sup> stem/progenitor cells ( $1 \times 10^2$ ) from the BM of newly diagnosed CML-CP patients (n=2) were cultured in liquid culture in the presence of imatinib (IM: 0.5  $\mu$ M), IRAK1/4 inhibitor (IRAKi (R568): 1, 3 or 10  $\mu$ M), or the combination of for one week (n=3 each). The absolute number of CD34<sup>+</sup>CD38<sup>-</sup> cells (**a** and **c**) and CD34<sup>+</sup>CD38<sup>-</sup>CD90<sup>+</sup>CD45RA<sup>-</sup> cells (**b** and **d**). **e** and **f** Protein lysates from K562 cells treated with increasing concentrations of imatinib (**e**) and increasing concentrations of IRAKi (R568 and R191) with and without 1 $\mu$ M imatinib (**f**) for 2 hours

were evaluated by immunoblotting for IRAK1, pIRAK1T209, CRKL and pCRKLT207. Representative data are shown from n=3 independent experiments. Data are shown as the mean  $\pm$  SEM. P values were calculated using two-tailed Student's *t*-test (**a-d**).

**Supplementary Figure 4**

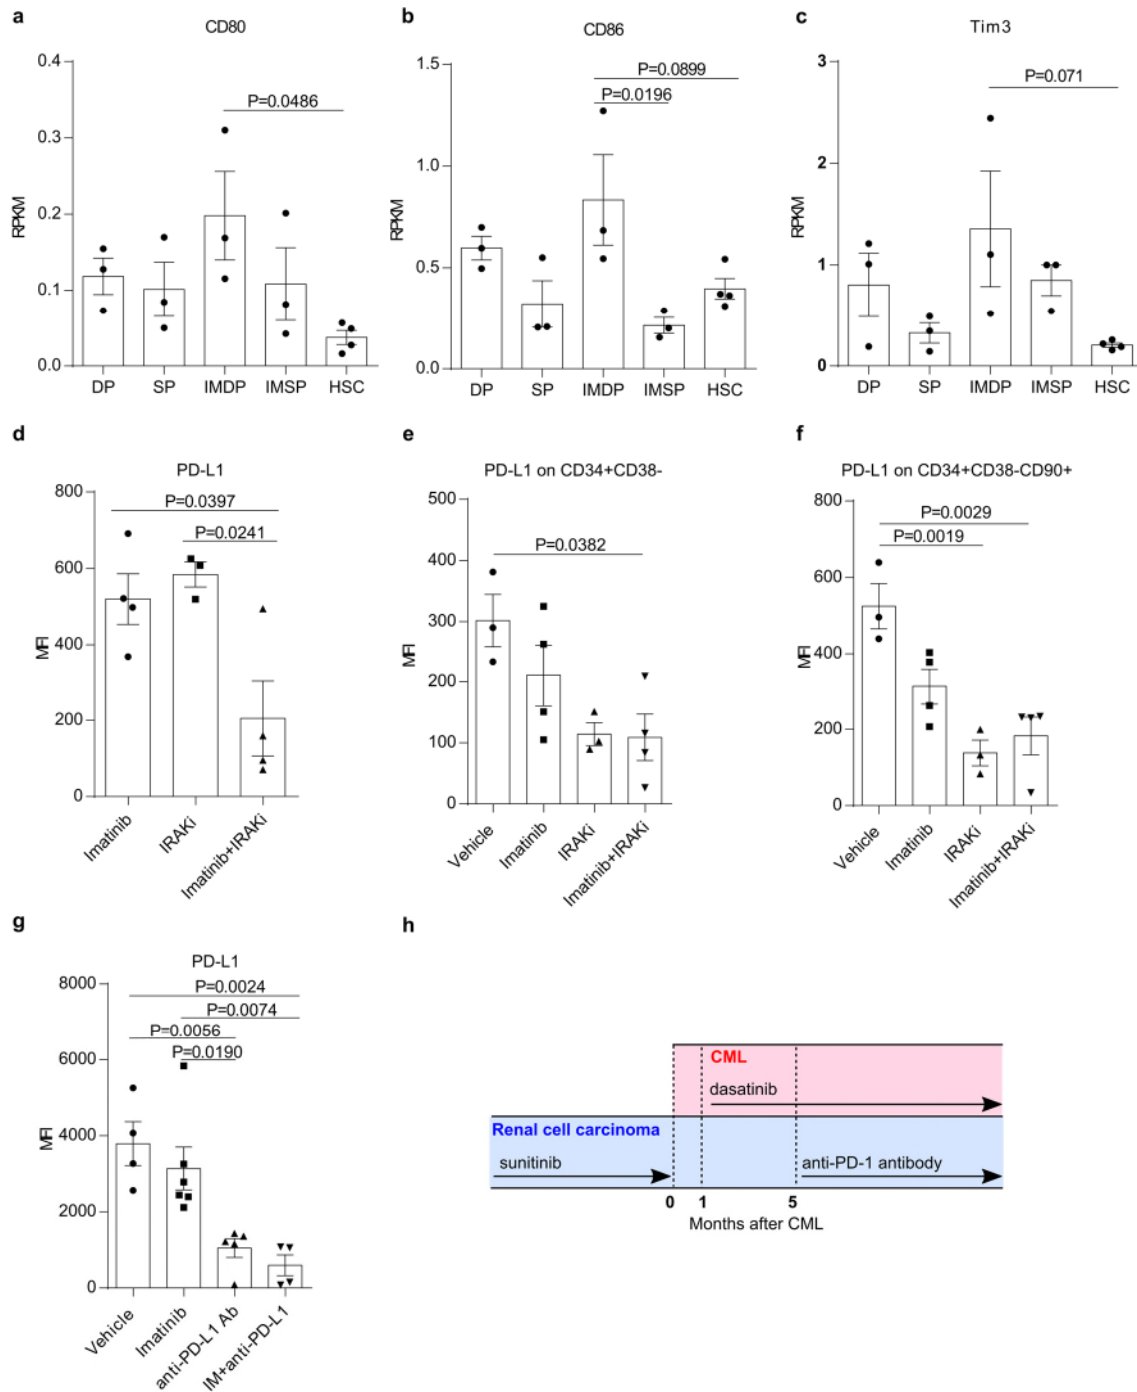

**Supplementary Figure 4. Immune checkpoint molecules on CML LSCs, related to Figure 5**

**a-c** The RPKMs of *Cd80*, *Cd86* and *Tim3* in the indicated CML populations (n=3 each) and normal HSCs (n=4). **d** The mean fluorescence intensity (MFI) of mouse PD-L1 on DP cells from CML mice treated with imatinib (n=4), IRAK1/4 inhibitor (n=3) or the combination (n=4). **e and f** The MFI of human PD-L1 on CD34<sup>+</sup>CD38<sup>-</sup> cells (**e**) and

CD34<sup>+</sup>CD38<sup>-</sup>CD90<sup>+</sup> cells (**f**) in the BM of CML-CP CD34<sup>+</sup> xenografts treated with vehicle (n=3), imatinib (n=4), IRAK1/4 inhibitor (IRAKi (R930259 Diet): 100 ppm) (n=3) or the combination (n=4). **g** The MFI of mouse PD-L1 on DP cells from CML mice treated with vehicle (n=4), imatinib (n=6), anti-PD-L1 antibody (n=5) or the combination (n=4). **h** A medical history of the double cancer patient. Data are shown as the mean  $\pm$  SEM. P values are calculated using one-way ANOVA with Tukey's correction for multiple comparisons (**a-f**).

**Supplementary Table 1: Characteristics of CML patient samples used in this study.  
Related to Methods.**

| <b>CML patient No.</b> | <b>Sex</b> | <b>Age<br/>(range)</b> | <b>Samples used for experiments in</b> |
|------------------------|------------|------------------------|----------------------------------------|
| 1                      | Female     | 20-29                  | Figures 4A-E                           |
| 2                      | Male       | 50-59                  | Supplementary Figure 4A and 4B         |
| 3                      | Female     | 40-49                  | Supplementary Figure 4A and 4B         |
| 4                      | Male       | 60-69                  | Figures 4F-H                           |

**Supplementary Table 2: Characteristics of CML patients who received Dasatinib**

| <b>CML patient No.</b> | <b>Age<br/>(range)</b> | <b>Treatment</b>                      | <b>Sokal Score</b> |
|------------------------|------------------------|---------------------------------------|--------------------|
| 1                      | 60-69                  | Dasatinib(100mg Once Daily)           | 0.76               |
| 2                      | 40-49                  | Dasatinib(100mg Once Daily)           | 0.54               |
| 3                      | 70-79                  | Dasatinib(100mg Once Daily)           | 0.81               |
| 4                      | 40-49                  | Dasatinib(100mg Once Daily)           | 0.75               |
| 5                      | 20-29                  | Dasatinib(100mg Once Daily)           | 0.45               |
| 6                      | 80-89                  | Dasatinib(100mg Once Daily)           | 0.99               |
| 7                      | 30-39                  | Dasatinib(100mg Once Daily)           | 0.52               |
| 8                      | 50-59                  | Dasatinib(100mg Once Daily)           | 0.65               |
| 9                      | 50-59                  | Dasatinib(100mg Once Daily)           | 0.59               |
| 10                     | 70-79                  | Dasatinib(100mg Once Daily)           | 1.42               |
| 11                     | 70-79                  | Dasatinib(100mg Once Daily)           | 1.11               |
| 12                     | 40-49                  | Dasatinib(100mg Once Daily)           | 0.54               |
| 13                     | 40-49                  | Dasatinib(100mg Once Daily)           | 0.64               |
| 14                     | 30-39                  | Dasatinib(100mg Once Daily)           | 0.53               |
| 15                     | 60-69                  | Dasatinib(100mg Once Daily)+Nivolumab | 1.02               |

# Supplementary material for: Eliminating chronic myeloid leukemia stem cells by IRAK1/4 inhibitors
**Source:** Nat Commun. 2022 Jan 12;13:271. doi: 10.1038/s41467-021-27928-8
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry: BD FACSuite (1.0.5.3841) or BD FACSDiva (8.0.2) software  
Immunofluorescence: EVOS FL Auto 2 Imaging System

Data analysis

Flow cytometry: FlowJo (10.4.2)  
Immunofluorescence: Celleste (4.1)  
RNA-seq: cutadapt (Galaxy Version 1.16.6), fastx-toolkit (0.0.13), HISAT2 (Galaxy Version 2.1.0+galaxy7), featureCounts (Galaxy Version 2.0.1), edgeR (Galaxy Version 3.24.1+galaxy1), GSEA software (4.0.2), Enricher  
Statistics: GraphPad Prism (6.0.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper. RNA-seq data are available in sequence read archive (SRA) database (accession ID:GSE175323). The datasets generated or analyzed during the current study are available from the corresponding author () on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were indicated in the legend of each Figure and Supplementary Figure. No statistical methods were used to predetermine sample sizes. We determined sample sizes as follows; for cell culture experiments, we performed at least triplicate experiments and for animal experiments, at least n=6 for each treatment group, to meet the minimal requirements for statistical analysis. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All experiments were replicated at least twice. All attempts to replication were successful.                                                                                                                                                                                                                                                                                                      |
| Randomization   | All animals, all patient cells and K562 cells were maintained in the same environment and were randomly assigned to the experimental groups.                                                                                                                                                                                                                                                      |
| Blinding        | For data automatically collected by instruments, such as flow cytometry and RNA-seq analysis, researchers were not blinded as observer bias is expected not to affect the results. For data manually collected by researchers, such as counting nuclear p65, researchers were blinded during data analyses.                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | (For flow cytometry analysis)<br><br>CD5 (BioLegend, 100604)<br>B220 (BioLegend, 103204)<br>CD11b (BioLegend, 101204)<br>Gr-1 (BioLegend, 108404)<br>Ter119 (BioLegend, 116204) |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

c-kit-PE-Cy7 (BioLegend, 105814)  
 Streptavidin-Brilliant Violet 605 (BioLegend, 405229)  
 Sca1-Brilliant Violet 785 (BioLegend, 108139)  
 Annexin V-APC (BioLegend, 640920)  
 CD274 (BioLegend, 124307)  
 CD27 (BioLegend, 124223)  
 CD34 (BioLegend, 343613)  
 CD38 (BioLegend, 356607)  
 CD90 (BioLegend, 328113)  
 CD45RA (BioLegend, 304105)  
 CD274 (BioLegend, 329705)  
 CD45 (BioLegend, 368507 and 368521 )  
 Lineage Cocktail (BioLegend, 348807)

(For Immunofluorescence experiment)  
 NF-κB p65(Cell Signaling Technology, 8242)  
 Alexa Fluor 647 secondary antibody (Invitrogen)

(For in vivo blocking experiment)  
 PD-L1 (BioXcell, BE0101)  
 PD-1 (BioXcell, BP0273),  
 CTLA-4 (BioXcell, BE0164)

## Validation

All antibodies are commercially available and those specificities were tested by manufactures. All vendors and catalog numbers of antibodies are listed above and detailed information is available on the websites. For flow cytometry analyses, specificity was evaluated using the proper control including isotype control antibody. The validation of each primary antibodies for the reactive species and applications are described below.

CD5 (BioLegend, 100604) - Reactive species: Mouse, Application: Flow cytometry  
 B220 (BioLegend, 103204) - Reactive species: Mouse, Human (Cross-Reactivity: Cat (Feline)), Application: Flow cytometry  
 CD11b (BioLegend, 101204) - Reactive species: Mouse, Human (Cross-Reactivity: Chimpanzee, Baboon, Cynomolgus, Rhesus, Rabbit (Lapine)), Application: Flow cytometry  
 Gr-1 (BioLegend, 108404) - Reactive species: Mouse, Application: Flow cytometry  
 Ter119 (BioLegend, 116204) - Reactive species: Mouse, Application: Flow cytometry  
 c-kit-PE-Cy7 (BioLegend, 105814) - Reactive species: Mouse, Application: Flow cytometry  
 Sca1-Brilliant Violet 785 (BioLegend, 108139) - Reactive species: Mouse, Application: Flow cytometry  
 Streptavidin-Brilliant Violet 605 (BioLegend, 405229) - Human, Mouse, Rat, All Species, Application: Flow cytometry  
 Annexin V-APC (BioLegend, 640920) - Reactive species: All mammalian species, Application: Flow cytometry  
 CD274 (BioLegend, 124307) - Reactive species: Mouse, Application: Flow cytometry  
 CD27 (BioLegend, 124223) - Reactive species: Mouse, Rat, Human, Application: Flow cytometry  
 CD34 (BioLegend, 343613) - Reactive species: Human (Cross-Reactivity: Cynomolgus, Rhesus), Application: Flow cytometry  
 CD38 (BioLegend, 356607) - Reactive species: Human, Application: Flow cytometry  
 CD90 (BioLegend, 328113) - Reactive species: Human, African Green, Baboon, Cynomolgus, Pigtailed Macaque, Rhesus, Swine (Pig, Porcine), Application: Flow cytometry  
 CD45RA (BioLegend, 304105) - Reactive species: Human (Cross-Reactivity: Chimpanzee), Application: Flow cytometry  
 CD274 (BioLegend, 329705) - Reactive species: Human, African Green, Baboon, Cynomolgus, Rhesus, Application: Flow cytometry  
 CD45 (BioLegend, 368507 and 368521 ) - Reactive species: Human, Application: Flow cytometry  
 Lineage Cocktail (BioLegend, 348807) - Reactive species: Human, Application: Flow cytometry  
 NF-κB p65(Cell Signaling Technology, 8242) - Reactive species: Human Mouse, Rat, Hamster, Monkey, Dog, Application: Immunofluorescence  
 PD-L1 (BioXcell, BE0101) - Reactive species: Mouse, Application: in vivo blocking  
 PD-1 (BioXcell, BP0273) - Reactive species: Mouse, Application: in vivo blocking  
 CTLA-4 (BioXcell, BE0164) - Reactive species: Mouse, Application: in vivo blocking

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

*State the source of each cell line used.*

Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Wild-type C57BL/6J mice were bred in-house. Conditional G0 marker KI mice have been generated in our laboratory, crossed to Vav1-Cre transgenic mice and maintained as Ly5.1 genetic background. Rag2 knockout mice (Ly5.1 genetic background) were purchased from Sankyo Labo Service Corporation, INC. Six to 12-week-old female mice were used for all experiments.

Wild animals

No wild animals were used in this study.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

The experiments were approved by the Committee on the Ethics of Animal Experiments and all these mice were maintained according to the guidelines of the Institute of Laboratory Animal Science (PA13-19 and PA16-31).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Patient information was described in Supplemental Table 1 & 2.

Recruitment

All CML patients in this study were from Juntendo University hospital and under standard treatments. They were not in any clinical trials.

Ethics oversight

All experiments were performed according to the Declaration of Helsinki and were approved by the Ethics Committee of Juntendo University School of Medicine (IRB#2019113) and the Research Ethics Review Committee of the Institute of Medical Science of the University of Tokyo (2019-8-0702).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Bone marrow cells were obtained by flushing long bones (femurs and tibias) in phosphate-buffered saline (PBS) containing 2% heat-inactivated FBS (FACS buffer). Spleen cells were obtained by mechanical digestion in phosphate-buffered saline (PBS) containing 2% heat-inactivated FBS (FACS buffer). Cell suspensions were lysed with erythrocyte lysis buffer (150 mM NH<sub>4</sub>Cl, 10 mM KHCO<sub>3</sub>, 100 μM EDTA-Na<sub>2</sub>), filtered through a 40 μm filter. Cells were then stained with fluorochrome-conjugated antibodies. F

Instrument

Flow cytometry experiments were performed using FACSVerse or FACSARIA.

Software

Data were collected with BD FACSDiva software and were analyzed with FlowJo software.

Cell population abundance

Cell populations were sorted to >95% purity post sort in pilot experiments, as determined by flow cytometry.

Gating strategy

Gating strategies are shown in Supplementary Figure 1. In brief, cells were gated for size exclusion (FSC-A/SSC-A) followed by doublet exclusion (FSC-H/FSC-W and SSC-H/SSC-W). The following gating were performed as indicated in Supplementary Figure 1. Boundaries between negative and positive were determined by single stained control.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

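RNA of 100 sorted cells per library was measured in 12 libraries, 3 each of DP and SP cells from vehicle-treated CML mice and of IMDP and IMSP cells from imatinib-treated CML mice. The authors sequenced the libraries, mapped the reads to GRCm38 and deposited expression as RPKM, with one value per feature and library. The methods name CLC Genomics Workbench for the mapping, the reporting summary names HISAT2 and featureCounts, and the authors used edgeR for their statistics. Their plots of single genes were tested by one-way ANOVA with Tukey's correction. The methods say that expression levels were normalized, and not whether that step is part of the deposited RPKM. Each file lists 48737 features, of which 31002 are at 0 in all libraries; of 10358 lncRNA features, 10298 are at 0.

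RPKM values of one feature stand in whole-number ratios after one factor per library, so the reads behind them were recovered, with whole reads in every library for 17733 of the 17735 features above 0. The recovery was tested on simulated data, where 99.9% of 5509 features were recovered exactly. The total behind the RPKM lay between 11.4 and 20.6 M reads per library, and 25.9% to 37.2% of it fell on the listed features. At this depth 1 read per kb of transcript equals 0.0486 to 0.088 RPKM, so values of a few hundredths of an RPKM rest on single reads. PCR copies cannot be told apart in these files. Numbered copies of a gene (1934 genes, 4568 features) were summed. Gene positions, GC content and lengths came from GENCODE M21, and 98.5% of tested genes had GC content and length.

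Genes with at least 1 RPKM in at least 3 libraries (10072 genes) were tested in R 4.3.3 with limma 3.58.1 on log2(RPKM + 0.1), with 4 group means and a moderated variance that follows the mean. The contrasts were DP against SP, IMDP against IMSP, IMDP against DP, IMSP against SP, the population and treatment effects averaged over the other factor, and their interaction. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01: 12 of 14 hand-compiled sets and 1028 of 1457 Reactome mouse sets of the fgsea 1.28.0 package had at least 5 tested genes, or 3 for the Reactome sets of Fig. 2e. PCA was run on centered log2 values. Group differences on a component, and those of single genes, were tested with exact permutations, two-sided. The permutation on PC2 and the imatinib contrasts averaged over both populations took all 12 libraries as independent. Libraries with neighbouring numbers shared deviations, so these p values can be too small. On simulated data of this design the population contrast averaged over treatments called 100% of the genes changed 4-fold, with 2.36% false calls. A further group of genes with a smaller change was not counted as false. The simulation had no deviations shared between libraries, so these rates need not hold for the real data. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

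The genes named are those whose RNA the paper reports, the signal components Myd88, Irak1, Irak4 and Traf6, the label checks Cdkn1b, Mki67, Kit and Ly6a, for each pairwise contrast the 3 largest rises and the 3 largest falls past the threshold without overlap between groups, and the 3 genes with the smallest adjusted p of each set at a claim. For some sets these genes are not printed. The main settings, the comparisons, this rule and most alternatives were chosen before the data were examined. These alternatives changed the filter, the pseudocount, the groups in the fit, the set test, GC and length, the fold change minimum and the library left out, or added a block. The replicate block takes its pairing from the number in the sample title, and the library-number block from the library numbers in the sample descriptions. Scaling to the median, the reads on listed features as denominator, limma-voom on the recovered reads, numbered copies kept apart, and Fisher's exact test on 500 loadings were chosen after seeing the data. Libraries of normal HSCs, the Enrichr gene lists and human samples were not used here.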

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

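The tests of mast cell and basophil markers and of immediate-early genes, except the counts of other splits of the libraries, were chosen only after the result was seen.

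The fall of the cell cycle set in G0M+ cells differed between treatments. The interaction was -0.62 relative to all genes (adjusted p = 3.33e-11 with limma's camera, 0 of 74 genes higher). The count of genes higher is not relative to all genes, whose median was -0.25 in this contrast. With one library left out at a time, the interaction ranged from -0.83 to -0.28. Its adjusted p ranged from 2.73e-20 to 0.971 over the alternatives. It was 0.205 under fry and 0.971 with the inter-gene correlation estimated. After GC and length correction the adjusted p was 2.73e-11, and with the reads on listed features as denominator it was 2.73e-20, with an effect of -0.62 in both. One denominator per library can move an effect taken relative to all genes only through the pseudocount, so the denominator of the authors' RPKM was not tested by this. Of the 10 regroupings of the 6 same-numbered pairs into 2 treatments, 3 gave an interaction as large, and so few regroupings cannot give a share under 0.05. A deeper quiescence of G0M+ cells under imatinib may explain it, but it cannot be told apart from a grouping by chance or from the choice of set test.

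The HSC set also differed between populations by a different amount in the treatments, with an interaction of 0.34 (adjusted p = 7.7e-07 with limma's camera, 28 of 46 genes higher; range over the alternatives 2.58e-08 to 0.971). It passed after GC and length correction (limma, 1.98e-07) and not with the reads on listed features as denominator (limma, 0.0729), but the effect was 0.34 in both, so only its p changed, and the denominator of the authors' RPKM was not tested by this. It was -0.14 in the fit without the second IMDP library, and 4 of the 10 regroupings gave an interaction as large. A technical source cannot be told apart from a biological one.

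Markers of mast cells and basophils, which the paper does not follow up in DP cells, were higher in G0M+ cells, with an effect of 2.32 (adjusted p = 7.69e-09 with limma's camera, 17 of 17 genes higher; range over the alternatives 6.8e-12 to 0.114). The paper describes CD27-negative G0M+ cells as mast-like. The G0M+ library had the higher mean in 6 of 6 library-number pairs, but by unequal amounts: the mean log2 value was 3.90 in DP1 and 3.04 in IMDP1 but 0.14 in IMDP3, below the 0.59 of SP3, and IMDP3 had 0 reads of Cma1 and Prss34. A few mast cells or basophils in single libraries therefore remain possible. The adjusted p was 1.17e-09 after GC and length correction. Of the 32 splits that part every same-numbered pair, 1, the real one, gave an effect as large. Mast-like cells in the sorted fraction cannot be told apart from expression of these genes by the DP and IMDP cells themselves. The rise was not limited to this lineage. Erythroid and megakaryocyte markers were also higher in G0M+ cells (effect 1.48, limma, adjusted p = 3.95e-05, 15 of 15 genes higher). Neutrophil and monocyte markers went the other way without passing (effect -1.55, limma, adjusted p = 0.065).

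Immediate-early genes, which the paper does not report, were lower with imatinib, with an effect of -1.28 (adjusted p = 1.16e-20 with limma's camera, 1 of 33 genes higher; range over the alternatives 6.12e-22 to 1). The effect passed after GC and length correction (limma, 1.83e-20), and 1 of 32 splits, the real one, gave an effect as large. Both the tests and the splits took libraries with neighbouring numbers as independent. All 6 imatinib libraries carry lower library numbers than the vehicle libraries, so treatment and library batch cannot be told apart. Handling of the cells before lysis was examined through Hspa1a and Hspa1b. Both belong to the immediate-early set, so their own fall with imatinib restates the pattern and is no separate evidence on handling, which remains open. Within a treatment, their correlation with the other immediate-early genes was -0.82 in the 6 vehicle libraries (permutation p = 0.0472, adjusted over 2 relations 0.0944; Spearman -0.94, permutation p = 0.0167; -0.93 without the 2 farthest libraries). In the 6 imatinib libraries it was 0.53 (permutation p = 0.289, adjusted 0.289; Spearman 0.43, permutation p = 0.419; 0.78 without the 2 farthest). Whether the correlations differ was not tested. A response to BCR-ABL1 inhibition may explain the fall but cannot be told apart from batch or handling.

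Ddx3y, a Y-linked gene the paper does not report on, reached 5.49 RPKM in the third IMDP library and 4.93 RPKM in the third IMSP library, against at most 0.0766 RPKM in the other libraries. Reads shared with an X-linked paralog of Ddx3y would raise Ddx3y alone, but 4 of 4 Y-linked genes that reach 0.5 RPKM (Ddx3y, Eif2s3y, Kdm5d and Uty) were higher in those libraries than in every other. Male cells in those libraries may explain this, although the reporting summary of the paper states that female mice were used. No biological explanation was tested.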

How the results depend on the processing

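PCA separation kept its direction and its side of the threshold in each alternative tried, with 66.3% to 93.3% of the score variance between groups on PC1 and 50.4% to 64.1% on PC2, and 79.9% to 89.9% and 42.5% to 79.4% across the 12 fits that each left out one library. Where a value below moved, the cause was not tested unless stated.

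For DP against SP cells, 228 genes became 123 with at least 1 RPKM in every library and 980 with the library-number block (420 higher, against 29), and 125 to 264 across the fits that left out one library. For IMDP against IMSP cells, 2581 became 1553 with only the groups compared, 4446 with the library-number block and 710 with a log2 fold change above 1 or below -1. It became 1587 with median scaling (647 higher), 1559 with the reads on listed features as denominator (739 higher) and 1562 with limma-voom (851 higher). Without these scalings 239 of the 2581 were higher, so the excess of lower genes depended on the scaling. With one library left out, 902 to 2962 genes passed. For IMDP against DP cells, 37 became 90 with at least 1 RPKM in every library, 0 with only the groups compared (1724 at an unadjusted p under 0.05), 20 with the replicate block and GC and length correction, 24 with the fold change minimum and 0 to 189 with one library left out (1452 at an unadjusted p under 0.05 where it was 0). It became 2 with median scaling (Cd69 and Mxd1), 1 with the reads on listed features (Cd69) and 11 with limma-voom (8 higher; the 3 lower were Cd69, Golph3 and Mxd1). Mxd1 and Golph3 are named after their values were seen.

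The population effect averaged over treatments went from 2648 genes to 4721 with the library-number block, 541 with the fold change minimum and 1583 to 3061 with one library left out. The averaged imatinib effect went from 86 genes to 46 without the filter, 162 with median scaling, 156 with the reads on listed features, 179 with limma-voom, 40 with the fold change minimum and 12 to 143 with one library left out. The 3 scalings were chosen after seeing the data. IMSP against SP gave 0 genes in each setting (845 at an unadjusted p under 0.05), and the interaction gave 0 to 1 (937 at an unadjusted p under 0.05); the gene was Hist1h2bl (-5.49) without the second IMDP library, named after its values were seen. With the replicate block 233, 2920, 38 and 0 genes passed in the 4 pairwise contrasts, the last with 917 at an unadjusted p under 0.05.

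Of the hand-compiled sets, 9 passed between populations, against 4 with fry and 0 with the inter-gene correlation estimated (3 at an unadjusted p under 0.05). Under the estimated correlation the following effects no longer passed, with the range of adjusted p over all alternatives: HSC-associated genes 0.89 (2.04e-21 to 0.19), NF-κB 0.60 (8.02e-07 to 0.172), inflammatory response 0.50 (4.01e-07 to 0.0776), IL-2/STAT5 0.51 (9.11e-07 to 0.1), interferon gamma 0.59 (2.16e-12 to 0.172), cell cycle -1.98 (9.43e-36 to 0.155), mast cell and basophil markers 2.32, NF-κB with imatinib -0.63 (1.78e-10 to 0.14), immediate-early genes -1.28, and the interactions of the cell cycle -0.62 and HSC set 0.34. Under fry, HSC-associated genes, NF-κB and interferon gamma between populations (0.89, 0.60 and 0.59) and both interactions (-0.62 and 0.34) no longer passed, nor did the HSC interaction with the reads on listed features (effect unchanged at 0.34, limma adjusted p = 0.0729). None of the fits with fry or the estimated correlation used a block.

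Fisher's exact test on the loadings, chosen after seeing the data, gives a log2 odds ratio. For the cell cycle, -6.64 stands for an odds ratio of 0 (0 of 74 genes), and for immediate-early genes it was -0.74. The list holds one end of the component, so it cannot show a fall, and the other end was not tested. It was 1.69 for the TLR/IL-1R components and 3.85 for endosomal TLR (both now passed; adjusted p over the alternatives 0.0175 to 0.823 and 0.00732 to 0.975). Its sign was reversed against the camera effect for NF-κB with imatinib (1.24), and TRAF6-IRF7 had 0.45. The main effect of TRAF6-IRF7 was 0, which has no sign to reverse, and it was -0.02 with GC and length correction. With one library left out, TRAF6-IRF7 ranged from -0.03 to 0.05, interleukin-1 processing from -0.20 to 0.37, and the HSC interaction from -0.14 to 0.88. Of the named genes, Havcr2 reversed in IMDP against IMSP cells to -0.09 without the first IMDP library, and in IMDP against DP cells to 0.05 without the first DP library and 0.30 without the second IMDP library. With one library left out, these ranged from -0.09 to 0.93 and from -0.72 to 0.30. Named gene contrasts past the threshold numbered 4 and 2 to 6 with one library left out. Over 18 named results and 415 alternatives, 380 kept direction and side, 14 were weaker, 18 stronger and 3 reversed.

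DESeq2, its size factors, and voom sample quality weights had been set for deposited counts only and were not run. The averaged and interaction contrasts have no value for only the groups compared, the imatinib contrasts none for the library-number block, and Tnf, Havcr2, Tlr2, the mast set and interleukin-1 processing none with at least 1 RPKM in every library. Depth limits Cd40, Cd80, Cd86, Tlr1, Tlr6, Tnfrsf11a and Tnfrsf13c, which fell below the filter and were tested only without it.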

Differences from the paper's values

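For 9 of 60 group means of 15 genes, the mean RPKM differed from that read from the paper's figures. The paper shows Tnf at about 2.1 RPKM in DP, about 1.2 in SP, about 0.36 in IMDP and about 0.44 in IMSP cells (Supplementary Fig. 2a, read by eye), against 8.86, 4.16, 1.28 and 1.79 here. Of the alternatives set before the data were examined, the fits without SP replicate 1 (3.9) and without SP replicate 3 (3.07) closed the gap in SP cells, where 2 libraries leave a wide SD (3.45 and 2.27); the fit without SP replicate 2 (5.51) and GC and length correction (4.22) did not. None closed the gap in DP (6.7 to 10.5 with one library left out, 8.65 with GC and length correction), IMDP (0.891 to 1.49, and 1.3) or IMSP cells (1.37 to 2.18, and 1.8). With numbered copies kept apart, which was chosen after seeing the values, each of the 4 copies closed the gap in every group, except the fourth copy in IMDP cells (0.218).

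The paper shows Tnfrsf13c at about 3.2 RPKM in DP, about 4.5 in SP, about 3.8 in IMDP and about 5.4 in IMSP cells (Supplementary Fig. 2b, read by eye), against 0.503, 0.383, 0.879 and 0.364 here. No fit with one library left out closed the gap (0.425 to 0.607, 0.289 to 0.512, 0.713 to 1 and 0.243 to 0.479). Havcr2 in DP cells is at about 0.80 in Supplementary Fig. 4c, read by eye, against 1.37 here. The fit without the first DP library (1.1) closed the gap; those without DP replicate 2 (1.56) or replicate 3 (1.46) and GC and length correction (1.4) did not.

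The paper tested its plots of single genes by one-way ANOVA with Tukey's correction, with normal HSCs included. Here limma p values were adjusted over all genes tested and HSCs were not used. A gene that did not pass here is therefore not by that alone at odds with the paper. The paper gives Havcr2 as relatively higher in IMDP than in other cells. Here its log2 fold change was -0.20 in IMDP against DP cells, and 0.05 without the first DP library and 0.30 without the second IMDP library. It gives Cd274 as relatively higher in IMDP than in other cells. Here the mean RPKM was near the plotted one in IMDP (14.1 against about 14) and DP cells (11.1 against about 11). Cd274 passed against IMSP but not against DP cells (0.36), and the library-number block also called DP against SP cells (limma, adjusted p = 0.00409, range 0.00409 to 0.253). It gives Cd80 and Cd86 as higher in IMDP cells; here both fell below the filter, and without it Cd86 passed in IMDP against IMSP cells (1.51, limma, adjusted p = 0.034) but not against DP cells (0.35), and Cd80 passed in neither (0.54 and 0.41). It gives hypoxia as a feature of DP and IMDP cells; here the set did not pass (0.09). It names the TLR, TRAF6 and interleukin-1 pathways as features of imatinib-treated cells; here none passed under camera, whereas Fisher's exact test on the loadings, chosen after seeing the values, called TLR/IL-1R and endosomal TLR. It gives Tlr1 as high in IMDP cells; here IMDP (0.253) equalled SP (0.233) and IMSP (0.25) within the SD, and the IMDP libraries (0.116 to 0.414) lay above all DP libraries (0.054 to 0.0899; log2 fold change 0.94 without the filter, limma, adjusted p = 0.315). It gives Il1r1 as high with imatinib; here the averaged contrast passed (1.31) and the pairwise ones passed only when adjusted over the list of named genes (limma, adjusted p = 0.0308 in DP and 0.0153 in SP cells). It gives Tnf as lowered by imatinib in DP cells; here IMDP against DP cells was -2.71, which did not pass (limma, adjusted p = 0.0538) but passed in 2 of the 12 fits that left out one library and, adjusted over the list of named genes, in the full fit (limma, adjusted p = 0.00433). It describes the 4 populations as clearly separated by PCA; here the second IMSP library lay within the vehicle range on PC2.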

Other observations

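The tests of neighbouring library numbers and of the plotted values of Tnfrsf13c, Havcr2 and Tlr2 were chosen only after the result was seen.

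Deviations from the group means were shared by neighbouring library numbers (mean correlation 0.51 over the 6 pairs, across genes that are not independent replicates), and of the 36 pairings of the libraries within each treatment, 1, the real one, gave a value as high. The replicate numbers of the vehicle libraries do not follow these pairs. A shared mouse or a shared preparation may explain this. In the pair with library numbers 5 and 6, 4 of 4 Y-linked genes were higher than in every other library, which a shared preparation alone would not give; for the other pairs the files do not tell the explanations apart.

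The median log2 fold change of all genes in IMDP against IMSP cells, -0.25, became 0.06 with the reads on listed features as denominator, which cannot tell an effect of the denominator of the authors' RPKM from a real shift, since this scaling removes either.

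Other splits of the libraries that part every same-numbered pair were counted for each result, the real split included, although same-numbered vehicle libraries are not positively related (mean correlation -0.20). As many genes were called by 1 of 4 splits for DP against SP, 1 of 4 for IMDP against IMSP, 1 of 4 for IMDP against DP and 4 of 4 for IMSP against SP cells, where 4 splits cannot give a share under 0.05. For the population effect it was 1 of 32 (highest other count 1999, and 691 with neighbouring library numbers as pairs, also 1 of 32), for the imatinib effect 2 of 32, with 90 genes when the second IMSP and SP libraries were exchanged, and for the interaction 10 of 10 regroupings. For the interaction and for IMSP against SP cells the real count was 0, which every split reaches, so these shares decide nothing. An effect as large was given by 1 of 32 splits for HSC-associated genes, NF-κB, inflammatory response, IL-2/STAT5, cell cycle, and mast cell and basophil markers, and 2 of 32 for interferon gamma and 13 of 32 for hypoxia. With neighbouring library numbers as pairs, a choice made after seeing the data, it was 1 of 32 for each of these 8 sets, as follows where all 6 pairs differ in the same direction. With imatinib it was 15 of 32 for TLR/IL-1R, 3 of 32 for endosomal TLR, 31 of 32 for TRAF6-IRF7, 26 of 32 for interleukin-1 processing, 2 of 32 for NF-κB and 1 of 32 for immediate-early genes.

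Of 48737 features, 1, Tnfsf13, had group means within 5% of all 4 values the paper plots as Tnfrsf13c (3.23, 4.52, 3.76 and 5.44 RPKM in DP, SP, IMDP and IMSP cells), so values of another feature plotted under this name are a candidate explanation. Such a match is not rare: of 8909 features with a mean of at least 1 RPKM in each group, 51.5% had another feature within 5%. With the value of the first DP library of Havcr2 divided by 10, its mean in DP cells became 0.797 RPKM, and with that of the second SP library of Tlr2 divided by 10, its mean in SP cells became 1.33 RPKM. Both are near the plotted means, but the library and the divisor were picked because they come near, and how often this happens without a shifted decimal point in one library was not counted, so it cannot be told apart from coincidence. No biological explanation was tested.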
